# B-1a cells acquire their unique characteristics by bypassing the pre-BCR selection stage

**DOI:** 10.1038/s41467-019-12824-z

**Published:** 2019-10-18

**Authors:** Jason B. Wong, Susannah L. Hewitt, Lynn M. Heltemes-Harris, Malay Mandal, Kristen Johnson, Klaus Rajewsky, Sergei B. Koralov, Marcus R. Clark, Michael A. Farrar, Jane A. Skok

**Keywords:** Central tolerance, VDJ recombination, Interleukins, B-1 cells

## Abstract

B-1a cells are long-lived, self-renewing innate-like B cells that predominantly inhabit the peritoneal and pleural cavities. In contrast to conventional B-2 cells, B-1a cells have a receptor repertoire that is biased towards bacterial and self-antigens, promoting a rapid response to infection and clearing of apoptotic cells. Although B-1a cells are known to primarily originate from fetal tissues, the mechanisms by which they arise has been a topic of debate for many years. Here we show that in the fetal liver versus bone marrow environment, reduced IL-7R/STAT5 levels promote *immunoglobulin kappa* gene recombination at the early pro-B cell stage. As a result, differentiating B cells can directly generate a mature B cell receptor (BCR) and bypass the requirement for a pre-BCR and pairing with surrogate light chain. This ‘alternate pathway’ of development enables the production of B cells with self-reactive, skewed specificity receptors that are peculiar to the B-1a compartment. Together our findings connect seemingly opposing lineage and selection models of B-1a cell development and explain how these cells acquire their unique properties.

## Abstract (web summary)

B-1a B cells are innate-like cells with biased reactivity to bacteria and self-antigens. Here the authors show that reduced interleukin-7 in developing fetal liver-derived pro-B cells induces premature immunoglobulin κ rearrangement, alleviating the requirement for a pre-BCR selection stage and allowing the generation of autoreactive B1-a B cells.

## Introduction

B-CLL is the most common form of adult leukemia in the western world^1^. In the early 1980s, the T-cell antigen CD5 (Ly-1) was identified on the surface of cancerous B cells in patients with B-CLL^2,3^. This observation led to the search for normal CD5^+^ B-cell counterparts to potentially determine the cancer cell of origin. As a result of these efforts, CD5^+^ B cells, otherwise known as B-1a cells, were discovered in mice^4,5^. Further characterization of CD5^+^ B-1a B cells revealed that they are long-lived, self-renewing cells that predominantly reside in the pleural and peritoneal cavities where they produce natural polyreactive IgM antibodies with a biased, autoreactive repertoire. In contrast to conventional B-2 cells, B-1a cells produce antibodies with reduced junctional diversity and less somatic hypermutation^6^. Furthermore, *Igh* V_H_ gene rearrangements favor V_H_12 segment usage^7^, generating antibodies that interact with phosphatidylcholine (PtC), a major lipid in the protective mucus layer of the gastrointestinal tract that is also present in the membranes of diverse bacteria. Thus, the B-1a receptor repertoire is biased toward bacterial and self-antigens, which is important for mounting a rapid immune response to infection and in the clearing of apoptotic cells^8–10^. Because B-1a cells are found in pre-immune mice, they function as an important first line of defense against bacterial pathogens. These characteristics distinguish B-1a cells from conventional B-2 cells, which have a highly diverse receptor repertoire that is important for mediating adaptive immunity.

Although B-1a cells were discovered in the early 1990s, their origin has been hotly debated since, and despite the efforts of numerous labs this remains an unresolved issue. The controversy has mainly been centered on two opposing models, the lineage model and the selection model. The lineage model proposes that a distinct B-1 progenitor cell gives rise to B-1a cells, while the selection model favors the idea that a common B-cell progenitor can acquire a B-1a or a B-2 fate depending on the type of antigen it recognizes^9,11^. Support for the lineage model comes from early reconstitution experiments, which reveal that fetal tissues are much more efficient at generating B-1a cells in irradiated recipient mice than adult bone marrow counterparts^12^. Furthermore, the first wave of B-1a cells was shown to originate in early embryos in an HSC-independent manner^13–17^. However, cellular barcoding experiments demonstrate that a single progenitor cell can give rise to both B-1a and B-2 cells^18^ challenging the notion that B-1a cells arise from a distinct lineage. Moreover, the finding that B-1a cells have a restricted and biased receptor repertoire provides support for a selection model^9,19^. Further support for the selection model comes from a study by Graf et al. that made use of a transgenic system to show that swapping B-2 and B-1a-specific B-cell receptors (BCRs) is sufficient to efficiently change a B-2 cell into a B-1a cell in the absence of any lineage constraints. The lineage switch is rapid, induces a proliferative burst, and cells migrate to their normal environments within the pleural and peritoneal cavities^20^.

Investigations have also focused on expression of specific genes that influence development. For example, the *Lin28b*/let7 molecular switch influences CD5^+^ B-1a cell fate^21–23^. The Lin28b and let7 miRNAs, respectively, promote and inhibit the expression of the transcription factor, *Arid3*a, which in turn can drive the development of CD5^+^ B-1a cells^22,23^. Nonetheless, the BCR repertoire of the resulting cells do not include PtC-specific antibodies that are characteristic of a typical B-1a cell compartment^22^. Thus, enforced expression of *Arid3a* fails to fully explain how B-1a cells develop. Another transcription factor, BHLHE41 has also been shown to be important in B-1a cell biology^24^. Specifically, cells deficient in this transcription factor lose B-1a cells expressing V_H_12/V_K_4 PtC-specific receptors, have impaired BCR signaling, increased proliferation, and apoptosis. BHLHE41 therefore plays an important role in B-1a maintenance by regulating self-renewal and BCR repertoire; however, it is not known whether its forced expression can drive development of these cells.

In the fetus, B-cell development takes place in the liver and moves to the bone marrow after birth. Each stage of development is marked by a particular rearrangement event that drives differentiation forward. These recombination events occur in a stage-specific manner. The first step involves the joining of the *immunoglobulin heavy-chain* (*Igh*) D_H_ and J_H_ gene segments within pre-pro-B cells. Rearrangement continues at the pro-B cell stage, where V_H_-to-DJ_H_ joining is both initiated and completed. Rearrangement of the *immunoglobulin light-chain* gene loci, *Igk* or *Igl*, occurs at the subsequent pre-B cell stage of development. *Igh* and *Igk* gene rearrangement is separated by a proliferative burst of large pre-B cells that allows individual cells that have successfully rearranged their heavy chain to clonally expand. At the following small pre-B cell stage, each B-cell undergoes a distinct *Igk* gene recombination event^25^. Ultimately, this results in unique heavy- and light-chain pairs that expand the antigen receptor repertoire. The successful pairing of immunoglobulin heavy chain with surrogate light chain (SLC) forms the pre-B cell receptor (pre-BCR), which is required for expansion of large pre-B cells and subsequent differentiation to the small pre-B cell stage, where *Igk* recombination occurs. Since SLC pairs poorly with autoreactive heavy chains, the pre-BCR provides a mechanism for negative selection of self-reactive B cells^26,27^.

As noted early on, B-1 cell development is quantitatively unaffected in SLC-deficient mice, and in a small fraction of B-cell progenitors in the bone marrow *Igk* rearrangements occur prior to rearrangements at *Igh* and independent of SLCs^28–31^. In addition, in the absence of SLC and thus pre-BCR expression, an autoreactive BCR can drive B-cell development efficiently to the stage of the immature B cell, where BCR diversification and counterselection of autoreactivity is achieved through the process of receptor editing. This has led to a model in which early B-cell development is driven by a positive signal from the pre-BCR (in the majority of progenitors) or an autoreactive BCR (in a minority of cells), with the pre-BCR having evolved as a surrogate autoreactive BCR^32,33^.

Downstream of pre-BCR signaling, IL-7 receptor (IL-7R) signaling is extinguished at the small pre-B cell stage. This is noteworthy because the IL-7R signaling pathway is responsible for directing the sequential ordering of recombination events, i.e., *heavy-chain gene* followed by *light-chain gene* rearrangement in classical B-cell development^34,35^. IL-7 is a cytokine secreted by stromal cells within the bone marrow where development takes place throughout the postnatal and adult life of the animal. In murine bone marrow, development past the pre-pro-B cell stage stringently requires IL-7R^36,37^. In contrast, B-cell development within the fetal liver can occur independent of IL-7^38,39^. In terms of directing recombination, IL-7 and its downstream signaling component STAT5 have been shown to promote *Igh* accessibility and recombination^40–42^ while actively inhibiting recombination of the *Igk* locus^34,43^. Activated STAT5 enters the nucleus and forms a complex with PRC2/EZH2, which binds to the intronic enhancer of *Igk* (iEκ) and induces H3K27me3-mediated repression to inhibit recombination of this locus^44,45^. Strikingly, conditional deletion of STAT5 within pro-B cells results in a robust increase of *Igk* recombination at the pro-B cell stage^35^.

It is known that B-1a cells originate primarily from fetal tissues, however, it remains unclear what pathways drive B-1a cell development and lead to the acquisition of their unique characteristics. In addition, it has been shown that B-1a cells are efficiently generated in *Il7*^*−/−*^ and *Il7r*^*−/−*^ mice albeit at reduced numbers compared with wild-type^38,39,46,47^. Given our finding that fetal liver (FL) pro-B cells have less active cytoplasmic pSTAT5 than bone marrow (BM) pro-B cells^48^, we asked whether this could influence V(D)J recombination and B-cell development.

Here, we show that low levels of IL-7R/pSTAT5 signaling in the fetal liver environment promote an “alternate pathway” of B-cell development, in which increased *Igk* rearrangement occurs at the pro-B cell stage of development. Productive rearrangement of *Igh* and *Igk* at this stage leads directly to cell surface expression of a mature BCR, bypassing the requirement for SLC and the selection of autoreactive receptors that are characteristic of B-1a cells. Extending earlier work, we demonstrate that while SLC-independent development leads to a significant reduction in B-2 cell numbers, B-1a cells with their characteristic V_H_12 anti-PtC bias are still efficiently generated. Thus, reduced IL-7R/STAT5 signaling promotes an alternate pathway of development which favors the production of B-1a cells with self-reactive receptors characteristic of this B-cell subset. Together these data connect opposing lineage and selection models of B-1a cell development and explain how these cells acquire their unique properties.

## Results

### *Igk* recombination is increased in fetal liver pro-B cells

Fetal liver (FL) and bone marrow (BM)-derived progenitor cells are differentially dependent on IL-7 for development, and we have found that FL-derived pro-B cells have significantly lower levels of the downstream signaling component, phospho-STAT5 compared with their bone marrow-derived pro-B cell counterparts^48^. Thus, we asked whether alterations in phospho-STAT5 levels correlate with altered regulation of *Igk* recombination in these two anatomic locations. To explore this, we analyzed recombination from ex vivo-derived bone marrow (5–6 wk adults) and FL (E17–18) pro-B cells using semiquantitative PCR analysis (Fig. 1a). This assay uses a degenerate Vκ primer with a common reverse primer downstream of Jκ gene segments to measure recombination of a Vκ with each of the four Jκ segments^49^. As shown in Fig. 1a, FL pro-B cells have increased *Igk* recombination relative to BM pro-B cells.

**Fig. 1:**
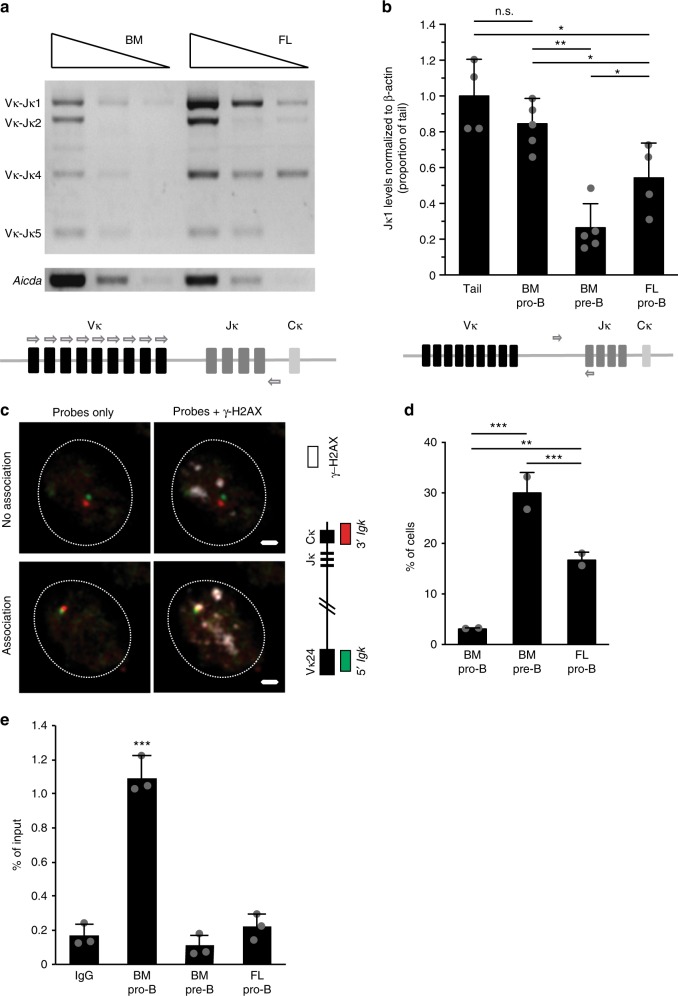
Early *Igk* recombination is increased in the fetal liver versus bone marrow pro-B cells. **a** Semiquantitative PCR performed on ex vivo-derived BM pro-B (CD19^+^B220^+^IgM^−^CD25^−^CD117^+^) from 6-week-old mice and FL pro-B (Lin^−^CD19^+^B220^+^IgM^−^CD2^−^CD117^+^) from E17.5 mice to assess rearrangement of Vκ to each functional Jκ. Each lane represents threefold serial dilutions of input DNA. DNA levels were normalized to *Aicda* levels, which is located on the same chromosome as *Igk*. **b** Recombination with Jκ1 was quantified by qPCR using primers specific for the unrearranged germline sequence. DNA is quantified as a ratio between the single copy *β-actin* gene and the *Igk* germline PCR product and shown as a proportion of tail DNA. Schematics outline primer-binding sites on the *Igk* locus (bottom of **a**, **b**). Error bars represent the standard deviation (*n* = 4 biologically independent samples for tail and FL pro-B cells *n* = 5 biologically independent samples for BM pre-B (CD19^+^B220^+^IgM^−^CD117^+^CD25^+^) and BM pro-B). *P*-values were calculated using two-tailed *T* tests. **c** 3-D immuno-DNA FISH was performed on ex vivo sorted B cells using BAC probes specific to the distal Vκ24 (RP23–101G13) gene region and the Cκ region (RP24–387E13), shown in red and green, respectively, in conjunction with an antibody to the phosphorylated form of γ-H2AX in white. Representative images of a B cell with no γ-H2AX associated with *Igk* alleles (top) and with γ-H2AX associated with one *Igk* allele (bottom). Scale bar = 1 μm. **d** Percentage of B cells (BM pro-B, BM pre-B, and FL pro-B) with at least one *Igk* allele associated with a γ-H2AX focus. Error bars represent standard deviation (*n* = 2 biologically independent samples). *P*-values were calculated using two-tailed Fisher’s exact tests. **e** STAT5-ChIP-qPCR of iEκ on ex vivo sorted cells. The data are represented as a proportion of input DNA, and error bars represent the standard deviation (*n* = 3 biologically independent samples). For all *P*-values, *significant (0.05–0.01), **very significant (0.01–0.001), ***highly significant (<0.001). For **b**, **d**, and **e**, source data are provided as Source Data File

To address the question of altered *Igk* recombination between these two cell types in a more quantitative manner, we made use of a real-time PCR assay that quantifies Jκ1 rearrangement by assessing the retention of germline *Igk*^50^. In this assay, a product cannot be generated after recombination, because the sequence to which the upstream primer binds is lost or inverted during the recombination process. Quantitation of the amplified product is determined as a ratio between the single copy gene *β-actin* and the germline *Igk* band. Control tail DNA, in which no *Igk* rearrangement occurs, is set at 100%. Consistent with the semiquantitative experiments described above, FL pro-B cells have lower levels of *Igk* germline retention (61%) relative to bone marrow pro-B cells (87%) (Fig. 1b).

To determine the proportion of cells that are actively undergoing recombination at a single-cell level, we used three-dimensional (3-D) immunofluorescent in situ hybridization (FISH) assay that visualizes recombination by the association of γ-H2AX DNA repair foci with the individual alleles of antigen receptor loci^51,52^. In these experiments, we used two *Igk* BAC DNA probes that hybridize to the distal Vκ24 (RP23–101G13) gene region and the Cκ region (RP24–387E13) in combination with an antibody against the phosphorylated form of γ-H2AX (Fig. 1c). We found significantly increased association of γ-H2AX foci with the *Igk* locus in FL versus bone marrow-derived pro-B cells (16.7% versus 3.0%). Consistent with our previous experiments, the frequency of DNA breaks in FL pro-B cells (16.7%) is again at an intermediate level compared with BM pre-B cells (30%) where *Igk* recombination typically occurs (Fig. 1d). These numbers reflect the combined data from two independent experiments (Supplementary Table 1).

It is known that activated STAT5 forms a complex with PRC2 and binds to the intronic enhancer of *Igk*, iEκ to inhibit *Igk* recombination^44,45,48^. To determine if the increase in early *Igk* rearrangement could be caused by reduced STAT5-mediated repression, we analyzed enrichment of STAT5 binding on iEκ via STAT5-ChIP-qPCR. As shown in Fig. 1e, we found that FL pro-B cells have significantly less STAT5 bound to iEκ compared with BM pro-B cells, and binding levels more closely resemble those in BM pre-B cells where *Igk* recombination normally occurs. Taken together, these findings indicate that in the FL versus BM environment, *Igk* rearrangement occurs at higher levels in pro-B cells due to a decrease in STAT5-mediated repression of the *Igk* locus.

Antigen receptor loci undergo large-scale contraction through chromatin looping, which enables rearrangement between widely dispersed gene segments. Locus contraction is tightly linked both to recombination status and usage of distal gene segments^49,53^. To address the contraction status of the *Igk* locus, we measured the distance separating the distal Vκ24 and Cκ probes in interphase cells. Our analyses indicate that FL pro-B cells are significantly more contracted than wild-type (WT) double-positive (DP) T cells, a cell type in which *Igk* rearrangement does not occur (Fig. 2). Indeed, the level of contraction is comparable with that seen in wild-type bone marrow-derived pre-B cells, where *Igk gene* rearrangement is known to occur.

**Fig. 2:**
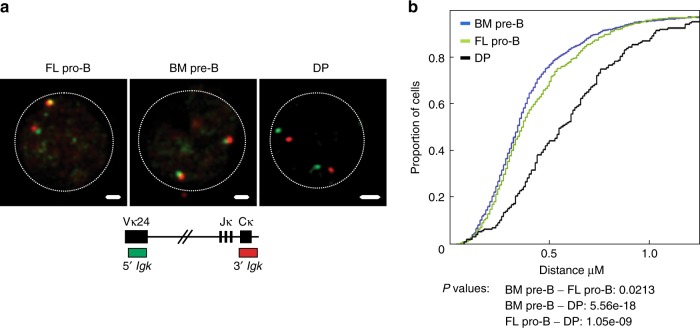
The *Igk* locus is similarly contracted in FL pro-B cells and BM pre-B cells. **a** Representative confocal microscopy images showing the distance separation between the probes on *Igk* in fetal liver pro-B cells (Lin^−^CD19^+^B220^+^IgM^−^CD2^−^CD117^+^), bone marrow pre-B cells (CD19^+^B220^+^IgM^−^CD117^+^CD25^+^), and double-positive T cells (CD90.2^+^TCRB^−^CD4^+^CD8^+^). **b** Distances separating the two ends of the locus are displayed as a cumulative frequency curve. A left shift on the curve is indicative of closer association. Bone marrow pre-B cells (blue), fetal liver pro-B cells (green), and negative control double-positive T cells (black). *P*-values were generated using two-sample Kolmogorov–Smirnov tests (*n* = 2 independent experiments)

### Bypass of the pre-BCR checkpoint

Classical bone marrow B-cell development starts with *Igh* recombination at the pre-pro to pro-B cell stages followed by *Igk/Igl* recombination at the small pre-B cell stage. However, JHT mice that lack J_H_ segments as well as the *Igh* intronic enhancer, and are therefore unable to undergo *Igh* recombination, but can rearrange *Igk/Igl* independent of *Igh* rearrangement (Fig. 3a)^29,54,55^. This is also true for SLC-deficient mice, and a fraction of B cells undergoing development in the bone marrow of wild-type mice^56^. Given our finding that a significant number of pro-B cells rearrange *Igk* in the FL environment, we reasoned that productive *heavy* and *light-chain gene* rearrangement in pro-B cells could lead to expression of a mature BCR, bypassing the requirement for a pre-BCR. To address this question as a proof of principle, we examined FL B cells from mice that are deficient for a component of SLC, lambda5 (*Igll1*^*−/−*^), in conjunction with a transgene that has a prearranged functional heavy chain (B1.8). *Igll1*^*−/−*^ mice display a strong developmental block at the pro-B cell stage and made very few IgM^+^ cells (0.59% of B cells). In contrast *Igll1*^*−/−*^, B1.8 and B1.8 mice produce similarly high percentages of IgM + B cells (12 and 13.5%, respectively). Importantly, B1.8 mice have a substantial pre-B cell compartment which is not observed in *Igll1*^*−/−*^, B1.8 mice despite a similar output of IgM^+^ B cells which express IgK protein (Fig. 3b). This shows that having a productive heavy- and light chain can bypass the requirement for pairing with SLC to form immature B cells that express the mature BCR. Together these data demonstrate that in the FL, expression of *Igh* and *Igk* at the pro-B cell stage can bypass the developmental block induced by surrogate light-chain deficiency by forming B cells with a mature BCR.

**Fig. 3:**
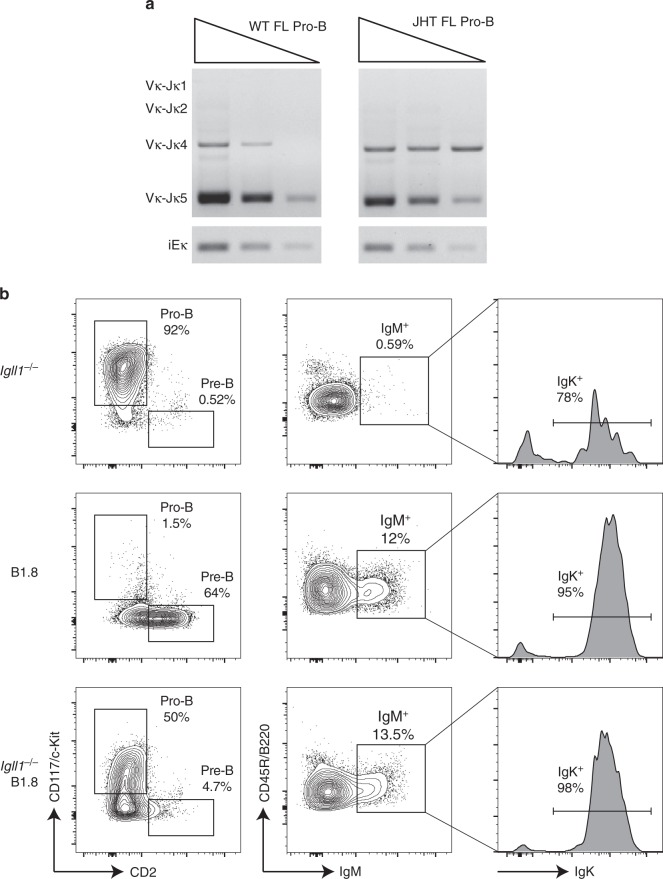
Early *Igk* rearrangement enables B cells to bypass the pre-BCR checkpoint. **a** *Igk* recombination can occur independent of *Igh* recombination as shown by semiquantitative PCR performed on ex vivo-derived fetal liver pro-B cells E17.5 (Lin^−^CD19^+^B220^+^IgM^−^CD2^−^CD117^+^) from wild-type and JHT mice. Each lane represents threefold serial dilutions of input DNA. DNA levels were normalized to iEκ **b** Representative flow-cytometry plots of fetal liver E17.5 cells from *Igll1*^*−/−*^, B1.8, and *Igll1*^*−/−*^;B1.8 littermates (from top to the bottom). Pro-B and pre-B cell gates are displayed as a percentage of CD19^+^IgM^−^ cells (left), IgM^+^ are displayed as a percentage of CD19^+^ cells (middle), and IgK^+^ histograms are displayed as a percentage of CD19^+^IgM^+^ cells (right)

### B-1a cells are efficiently generated in *Igll1*^*−/−*^ mice

B-1a cells are primarily generated from fetal tissues, and we have shown that FL-derived B cells frequently undergo early *Igk* recombination allowing cells to bypass the pre-BCR selection stage. Thus, we next asked whether an absence of SLC could impact the generation of B-1a cells^12,23^. Here, we analyzed the B-2 as well as the B-1 compartment, which consists of both B-1a and B-1b cells. B-1b cells are distinct from B-1a cells in that they lack CD5 expression and have a memory function in protecting against bacterial infections^57^. As expected, peritoneal B-2 cells were significantly decreased compared with controls. Furthermore, although B-1b cells were also significantly decreased, the B-1a cell compartment remained intact. This was reflected in cell percentage, as well as total cell numbers (Fig. 4a, b). These data indicate that while B2 and B1b cell development is strongly promoted by SLC, B-1a cells do not depend on a pre-BCR checkpoint. It should be noted that B1.8 transgenic mice could not be used to analyze the B-1a cell compartment in SLC-deficient mice, because the B1.8 pre-rearranged heavy chain does not support B-1a cell development^58^.

**Fig. 4:**
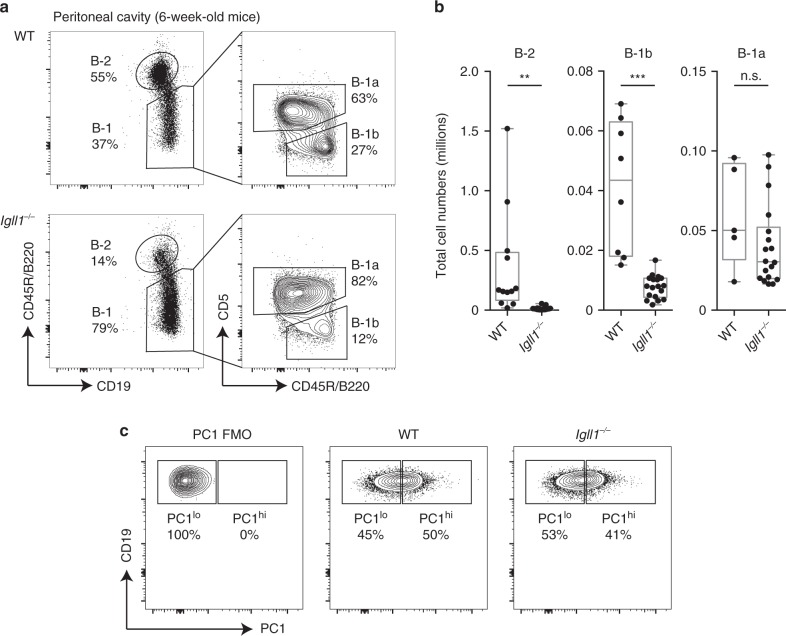
B-1a cells are efficiently generated in surrogate light chain-deficient mice. **a** Representative flow-cytometry plots of peritoneal cavity cells from wild-type and *Igll1*^*−/−*^ mice. B-2 and B-1 cell gates are displayed as a percentage of CD19^+^ cells (left). B-1a and B-1b cell gates are displayed as a percentage of B-1 cells (right). **b** The total cell numbers of B-2, B-1b, and B-1a cells were calculated from the peritoneal cavity of these mice. The middle line in the boxplots represents the median. The box shows first and third quartiles, and the whiskers represent the max and min values. Each dot represents cells from a different individual mouse. *P*-values were calculated using a two-tailed *T* test. Source data are provided as Source Data File. **c** *Igll1*^*−/−*^ mice maintain both functionally distinct PC1^lo^ and PC1^hi^ subsets of B-1a cells. Representative flow-cytometry plots of peritoneal cavity cells from wild-type and *Igll1*^*−/−*^ mice. B-2 and B-1 cell gates are displayed as a percentage of CD19^+^ cells (left). PC1^lo^ and PC1^hi^ B-1a cells are displayed as a percentage of B-1a cells (right). A PC1 FMO (fluorescence minus one) was used to define the gate

Two different subsets of B-1a cells that segregate different functions of the B-1a cell compartment have been identified by the plasma cell alloantigen 1 (PC1)^59,60^. PC1^lo^ B-1a cells produce higher amounts of natural IgM, and can undergo plasma cell differentiation, while PC^hi^ B-1a cells produce less natural IgM, have PtC-reactive BCRs, and can produce IL-10. In order to determine whether or not both of these subsets of B-1a cells were represented in B-1a cells generated in SLC-deficient mice, we analyzed PC1 expression. B-1a cells from *Igll1*^*−/−*^ mice were found to have similar proportions of PC1^lo^ and PC1^hi^ B-1a cells as in wild-type mice (Fig. 4c). This suggests that not only is the B-1a compartment size normal in SLC knockout mice but also the PC1^lo^ and PC1^hi^ subsets are maintained.

B1-a cells cannot be detected in FL, and first appear in the transitional B-cell population 1 week after birth^61,62^. To further analyze the impact of surrogate light-chain deficiency on the generation of B1a cells, we examined transitional B-1a cells in spleens from 10–11 days old neonatal mice. As expected, the proportion of B-2 in cells in this population was severely reduced, while the proportion of B-1a cells was found to increase. This is reflected by the finding that total numbers of transitional B-2 cells are severely depleted compared with B1a cells in *Igll1*^*−*/*−*^ versus wild-type mice (Fig. 5a–c). Thus, even at this early stage of life, transitional B-1a cells from SLC-deficient mice are found at only moderately reduced levels compared with their wild-type counterparts, indicating that the presence of adult *Igll1*^*−/−*^ B-1a cells is not a result of clonal expansion by self-renewal over time.

**Fig. 5:**
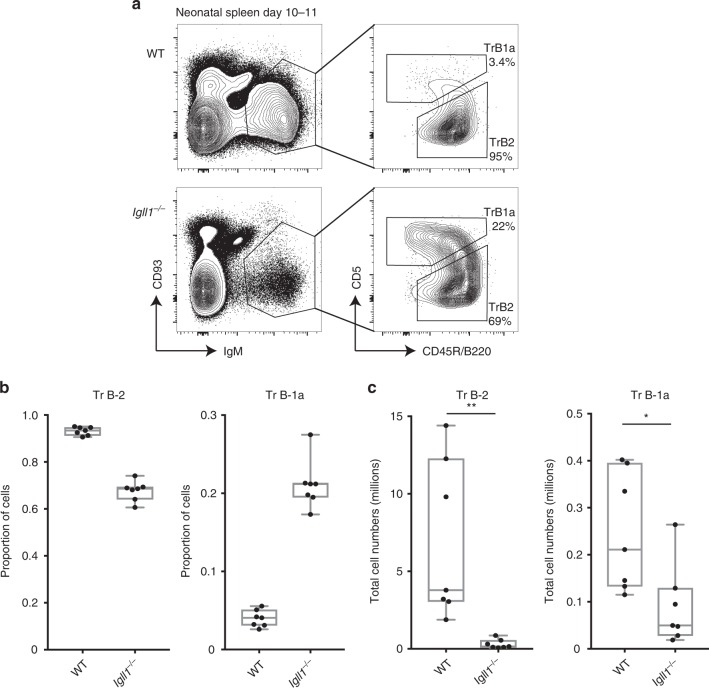
Transitional B-1a cells are readily detected in neonatal spleens from *Igll1*^*−/−*^ mice. **a** Representative flow-cytometry plots showing transitional B-1a (CD19^+^CD93^lo/int^IgM^+^B220^*−*/lo^CD5^+^) and transitional B-2 (CD19^+^CD93^lo/int^IgM^+^CD5^−/lo^B220^+^) from wild-type and *Igll1*^*−/−*^. The left plot is gated on CD19^+^ cells from D10–11 neonatal spleen. **b** Graphs represent the proportion of cells that are either transitional B-1a or transitional B-2. **c** Graphs show the total cell numbers of transitional B-2 or transitional B-1a in millions. For both **b** and **c**, the middle line in the boxplots represents the median. The box shows first and third quartiles, and the whiskers represent the max and min values. Each dot represents cells from a different individual mouse. Source data are provided as Source Data File

### B-1a cell development is inhibited in *Stat5b-CA* mice

Our data suggest that low phospho-STAT5 signaling induces early *Igk* recombination in FL pro-B cells, which promotes the efficient generation of B-1a cells in SLC-deficient mice. To further validate the role of IL-7R/STAT5 signaling in B-1a cell development, we next asked whether increased STAT5 signaling could have the opposite effect on B-1a cell development and impair the generation of this compartment. To address this question, we used mice expressing a constitutive active form of STAT5 (*Stat5b-CA*)^63^.

In these mice, we found that although B-2 and B-1b cell development were not significantly affected, all three independent littermate controlled *Stat5b-CA* mice exhibited a decrease in the B-1a cell compartment. This is reflected in cell proportions as well as the total cell numbers (Fig. 6a, b). Thus, STAT5 signaling inhibits B-1a cell development underscoring the importance of reduced IL-7R/STAT5 signaling in driving the development of these cells.

**Fig. 6:**
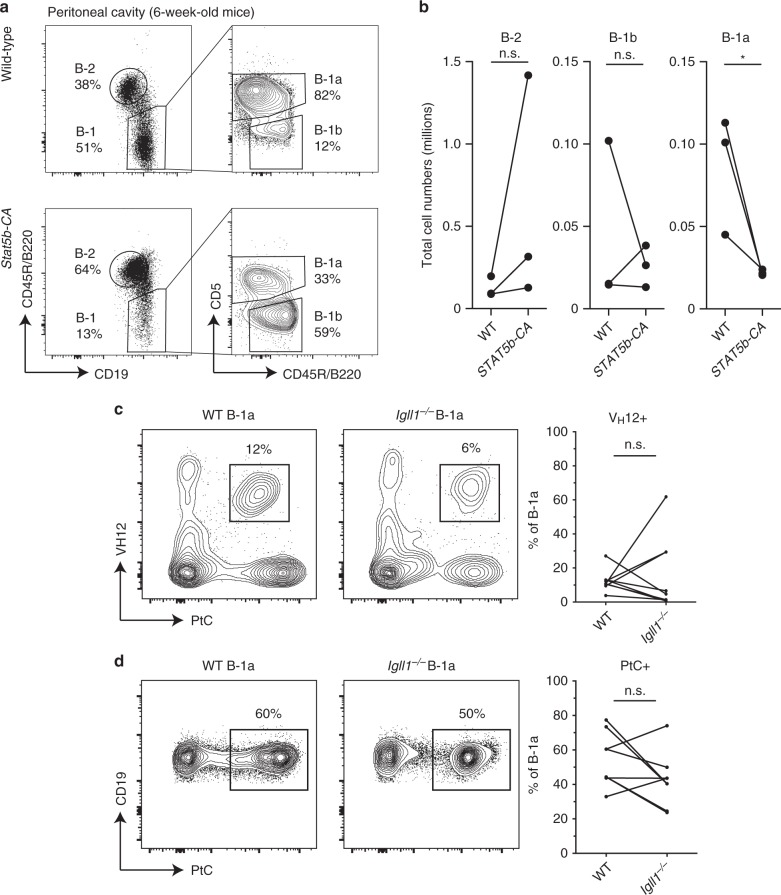
Constitutive phospho-STAT5 signaling selectively inhibits B-1a cell development. **a** Representative flow-cytometry plots of peritoneal cavity cells from wild-type and *Stat5b-CA* mice. B-2 (CD19^+^B220^hi^) and B-1 (CD19^+^B220^lo^) cell gates are displayed as a percentage of CD19^+^ cells (left). B-1a (CD19^+^B220^lo^CD5^+^) and B-1b (CD19^+^B220^lo^CD5^*−*^) cell gates are displayed as a percentage of the B-1 cells (right). **b** Graphs display the total cell numbers of B-2, B-1b, and B-1a cells from the peritoneal cavity of wild-type and *Stat5b-CA* mice. Each dot represents an individual mouse, and lines connect pairs of littermates from three different litters of mice. **c, d** SLC-independent B-1a cells express receptors with phosphatidylcholine (PtC)-specific V_H_12 gene rearrangements. Peritoneal cavity B-1a cells from wild-type and *Igll1*^*−/−*^ mice highlight the proportion of B-1a cells that are either **c** V_H_12^+^, PtC^+^ or **d** PtC^+^. The left side shows representative flow-cytometry plots. The right side is a graphical summary of the mice from all the experiments. Each dot represents an individual mouse and lines connect pairs of littermates. *P*-values were calculated using a two-tailed *T* -test. Source data are provided as Source Data File

### B-1a cells *Igll1*^*−/−*^ mice express PtC-specific receptors

B-1a cells are known to have a strong bias for immunoglobulin rearrangements that confer specificity to PtC (V_H_12/V_K_4). In addition, the pre-BCR is known to select against B-1a-specific autoreactive heavy chains as a result of a defect in pairing of the latter with SLC^26,27^. Given these facts, we next asked whether B-1a cells that develop independent of SLC would promote the generation of B-1a-specific rearrangements. To address this question, we analyzed peritoneal cavity B cells for V_H_12 usage and specificity against PtC. As shown in Fig. 6c, B-1a cells from *Igll1*^*−/−*^ mice express V_H_12 rearranged receptors. Importantly, these V_H_12^+^ B-1a cells bind PtC containing liposomes, inferring that they have the canonical V_H_12/V_K_4 gene segment bias (Fig. 6c). In addition, there is not a significant difference in the proportion of B-1a cells that have specificity against PtC (Fig. 6d). Thus, an absence of SLC supports the generation of these self-reactive B-1a cells.

### *Igll1*^*−/−*^ and wild-type B-1a cells have similar repertoires

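The rearranged *Igh* loci of peritoneal cavity B-1a cells were amplified from genomic DNA and sequenced in 4 libraries, 2 from wild-type and 2 from *Igll1*-/- mice, which lack a component of SLC and so form no pre-BCR. The mice were 6 to 8 weeks old and PCR products of 120 to 280 bp were kept, as the sample labels state. The primers bound in framework region 3 of the V gene and in J, with primers added for V_H_12-3, so the share of a V gene depends on its primer as well as on the cells. No molecular barcode marks the original rearrangement, and a read count therefore mixes the number of cells with PCR amplification. The authors assigned the reads with IMGT/High-V-QUEST and deposited a table per library with 1 row per clonotype, which is a V-D-J rearrangement with its CDR3 amino acid sequence, and with the count of its reads. The wild-type libraries held 55129 and 49809 clonotypes from 215990 and 212670 reads. The *Igll1*-/- libraries held 32386 and 58205 clonotypes from 180593 and 285517 reads. Between 68.0% and 73.4% of the clonotypes of a library rested on 1 read. From these tables each clonotype was counted once on its V gene, because the graphs in the paper compare proportions of clonotypes. Clonotypes listed with more than 1 V gene, 14.3% to 21.3% of a library, stayed in the library total but were counted to no gene. V genes with at least 10 clonotypes in at least 2 libraries were compared with edgeR's quasi-likelihood test, with the total number of clonotypes as the library size. The smallest share that 3 clonotypes of a library can show lay between 0.0052% and 0.0093%. Both replicates of a genotype differed by more than sampling noise, with a chi-square of 3289 on 93 degrees of freedom in wild-type and 3298 on 87 in *Igll1*-/- libraries, so all 4 were kept as separate libraries. Whether clonotypes or reads are counted, and whether clonotypes with few reads are kept, are choices that moved many of the values.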

To determine how SLC deficiency affects gene segment usage, we sequenced the BCR repertoires of B-1a cells from WT and SLC-deficient mice. Briefly, peritoneal cavity B-1a cells were sorted, lysed, and the rearranged *Igh* products amplified by PCR. Illumina adapters and barcodes were added, and the rearrangements sequenced by next-generation sequencing. BCR repertoires were analyzed by IMGT/High-V-QUEST, and visualized using IMGT/StatClonotype^64–67^. 

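Of 91 *Ighv* genes tested, 0 differed between *Igll1*-/- and wild-type B-1a cells at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The smallest adjusted p-value, 0.122 by edgeR, belonged to IGHV11-2. IGHV11-2 made up 0.89% ± 0.10 (SD, n = 2) of the clonotypes in *Igll1*-/- and 3.89% ± 1.27 (SD, n = 2) in wild-type B-1a cells, a log2 fold change of −2.12 with a standard error of 0.32. Among V genes with both *Igll1*-/- libraries above both wild-type libraries, IGHV5-4 rose most in percent of clonotypes, at 4.99% ± 0.14 (SD, n = 2) against 3.94% ± 0.57 (SD, n = 2), with a log2 fold change of 0.34 (standard error 0.17, edgeR adjusted p = 0.599). Of the other 4 V genes chosen this way for either direction, IGHV1-85 and IGHV1-56 were higher and IGHV1-19 and IGHV1-78 lower in both *Igll1*-/- libraries. Their log2 fold changes ran from −0.80 to 1.77 and their edgeR adjusted p-values from 0.412 to 0.599. In simulated data with the same totals and a common spread for all V genes, the test recovered 49% of the V genes changed 4-fold. Even a change of that size can therefore go undetected with 2 libraries per genotype. The real spread differed between V genes, so the share recovered may be another in these data. The difference in usage was then measured over the clonotypes listed with a single V gene. It is the percent of these that would have to lie on another V gene for a pair of libraries to match. Between a wild-type and an *Igll1*-/- library it was 17.8% ± 3.3 (SD over 4 pairs). The wild-type replicates differed from each other by 16.0% and the *Igll1*-/- replicates by 15.8%, so over all clonotypes the genotypes differed about as much as replicates did. Across V genes, which are not independent, Pearson's r lay between 0.83 and 0.95 for the genotypes, and was 0.92 for the wild-type and 0.93 for the *Igll1*-/- replicates. With the replicate number from the labels as a block (replicate block), 0 V genes passed and IGHV11-2 had a log2 fold change of −2.09 (edgeR adjusted p = 0.065). Deviations of libraries with the same number correlated at r = 0.32 across 91 V genes, and at −0.32 for different numbers, which mirrors the former when a group has 2 libraries. Weighting by reads moved the difference in usage most, to 38.0% between genotypes, 19.5% between the wild-type and 25.9% between the *Igll1*-/- replicates, and IGHV11-2 then passed the threshold (log2 fold change −5.23, edgeR adjusted p = 0.0049). With at least 10 reads per clonotype the genotypes differed by 31.7%, the wild-type replicates by 18.4% and the *Igll1*-/- replicates by 22.7%, so under both alternatives the genotypes differed more than replicates did. The count of 0 V genes became 1 by reads and with DESeq2, 3 with at least 10 reads, and 0 to 6 over the 4 fits that each left out a library. IGHV11-2 passed in 2 of these 4 fits, without wild-type replicate 1 (−2.42, edgeR adjusted p = 0.030) and without *Igll1*-/- replicate 2 (−2.24, edgeR adjusted p = 0.011). From the bars of Fig. 7, the paper concludes that the overall V_H_ usage of both genotypes is similar.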

These analyses revealed that B-1a cells from *Igll1*^*−/−*^ mice have a similar overall V_H_ usage compared with those of wild-type mice (Fig. 7). 

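Clonotypes fell on 132 and 121 *Ighv* genes in the wild-type libraries and on 114 and 131 in the *Igll1*-/- libraries. The effective number of V genes, which is the number of equally used genes that would give the same Shannon entropy, was 46.9 ± 0.5 (SD, n = 2) in wild-type and 46.5 ± 0.5 (SD, n = 2) in *Igll1*-/- B-1a cells (exact permutation test, p = 0.667). No V gene took more than 7.03% of the clonotypes of a library, the share of IGHV5-17 in *Igll1*-/- replicate 2. To see how far a few clones could account for the repertoire, the reads of the 10 largest clonotypes were summed. They held 21.1% and 17.2% of reads in the wild-type libraries and 27.4% and 12.1% in the *Igll1*-/- libraries, so the genotypes overlapped (exact permutation test, p = 1). The single largest clonotype took 6.30% and 7.44% of reads in wild-type and 12.3% and 3.67% in *Igll1*-/- libraries. With 2 libraries per genotype the smallest p-value this exact test allows is 0.333. IGHV11-2 held 20.6% and 24.4% of wild-type reads, and 7.85% and 10.5% without the 10 largest clonotypes, so these included IGHV11-2 clonotypes. In the *Igll1*-/- libraries it held 0.49% and 0.70% of reads. The effective number moved most when V genes were weighted by reads, where the *Igll1*-/- mean exceeded the wild-type mean by 6.23. The paper reasons from this spread over many gene segments that the *Igll1*-/- B-1a cells did not arise by expansion of a few progenitors.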

This shows that B-1a cells that develop in the absence of SLC have a wide distribution of gene segment usage, and thus do not represent a clonal expansion of a few rare progenitors. A diverse repertoire was also observed for *light-chain* gene segment usage (Fig. 8). 

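The *Igk* rearrangements were sequenced in 6 libraries, 2 each from wild-type B-1a, *Igll1*-/- B-1a and wild-type B-2 cells of the peritoneal cavity. A degenerate V primer was combined with primers for some B-1a cell-biased segments, V_K_4-91 included, and the labels state PCR products of 100 to 280 bp. The paper names a HiSeq for all libraries, whereas the sample labels name a MiSeq for the *Igk* libraries. The authors deposited the same kind of clonotype table as for *Igh*. Wild-type B-1a libraries held 7234 and 6963 clonotypes from 275095 and 245026 reads. *Igll1*-/- B-1a libraries held 5701 and 6940 clonotypes from 214000 and 274339 reads, and wild-type B-2 libraries held 8652 and 8613 from 288396 and 288355 reads. Clonotypes with 1 read made up 57.7% to 59.2% of a library, and clonotypes listed with more than 1 V gene 5.7% to 6.7%. V gene counts were taken as for *Igh*, and 84 V genes were compared in a single edgeR fit over the 6 libraries, so that the 3 groups shared an estimate of the spread. A share of 3 clonotypes corresponded to 0.035% to 0.053% of a library. The replicates differed by more than sampling noise in each group, least in wild-type B-2 cells, where the chi-square was 142 on 87 degrees of freedom.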

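Between 96 and 101 *Igkv* genes were found in each *Igk* library. The effective number of V genes was 56.6 ± 0.5 (SD, n = 2) in wild-type B-1a, 48.1 ± 1.7 (SD, n = 2) in *Igll1*-/- B-1a and 68.2 ± 0.6 (SD, n = 2) in wild-type B-2 cells. Both *Igll1*-/- libraries lay below both libraries of either other group (exact permutation test, p = 0.333, the smallest that 2 libraries against 2 allow). The 10 largest clonotypes held 29.2% ± 1.0 (SD, n = 2) of reads in wild-type B-1a, 33.0% ± 0.1 (SD, n = 2) in *Igll1*-/- B-1a and 16.5% ± 0.1 (SD, n = 2) in wild-type B-2 cells. The largest V gene of the *Igll1*-/- libraries, IGKV1-110, took 7.33% and 7.56% of clonotypes. Among the alternatives, keeping only clonotypes with at least 10 reads moved the difference between *Igll1*-/- and wild-type B-1a cells most. The difference in effective number was then −12.7, against −8.5 over all clonotypes. The paper takes the spread over many V_K_ segments in Fig. 8 as a diverse light-chain repertoire.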

As expected, V_H_12 (V_H_12-3) usage was found to be high in wild-type B-1a cells, and calculated proportions were comparable with our flow-cytometry experiments in the cells from *Igll1*^*−/−*^ mice (Fig. 6c)^7^. 

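IGHV12-3, the gene segment of V_H_12, was assigned to 2806 and 2299 clonotypes in the wild-type libraries and to 1452 and 2517 in the *Igll1*-/- libraries. These were 5.09% (Wilson 95% confidence interval 4.91 to 5.28) and 4.62% (4.43 to 4.80) of the wild-type clonotypes. In the *Igll1*-/- libraries they were 4.48% (4.26 to 4.71) and 4.32% (4.16 to 4.49). The group means were 4.85% ± 0.34 (SD, n = 2) and 4.40% ± 0.11 (SD, n = 2) (exact permutation test, p = 0.333, the smallest that 2 libraries against 2 allow). The log2 fold change of −0.14 (standard error 0.15, edgeR adjusted p = 0.790) was within the spread between libraries. With the replicate block it was −0.14 (edgeR adjusted p = 0.856). Both *Igll1*-/- libraries nevertheless lay below both wild-type libraries, also with at least 2 reads per clonotype. With productive clonotypes only, chosen after seeing the data, they stood at 3.91% and 3.87% against 4.80% and 4.49%. With at least 10 reads or after merging near-identical clonotypes the groups overlapped. Of the reads, IGHV12-3 took 16.5% and 7.4% in wild-type and 21.1% and 12.1% in *Igll1*-/- libraries. Weighting by reads thus reversed the sign of the log2 fold change, to 0.47 (edgeR adjusted p = 0.825). In this fit, which does not use the replicate numbers, that is also within the spread between libraries. In both pairs with the same replicate number the *Igll1*-/- share of reads was the higher. In the paper's flow cytometry of Fig. 6c, V_H_12+ PtC+ cells made up 12.3% ± 6.2 (SD, 9 values, median 10.7%) of wild-type B-1a cells. They made up 15.1% ± 21.1 (SD, 9 values, median 4.7%) of *Igll1*-/- B-1a cells. Only 7 of the 9 values were distinct in each genotype, so they may not stand for 9 separate mice. Fig. 6c joins littermates by lines, and these means do not use that pairing. The paper compares the sequenced proportions with this flow cytometry. It concludes that V_H_12 usage in *Igll1*-/- B-1a cells is comparable by both measures.

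**Figure D1:**
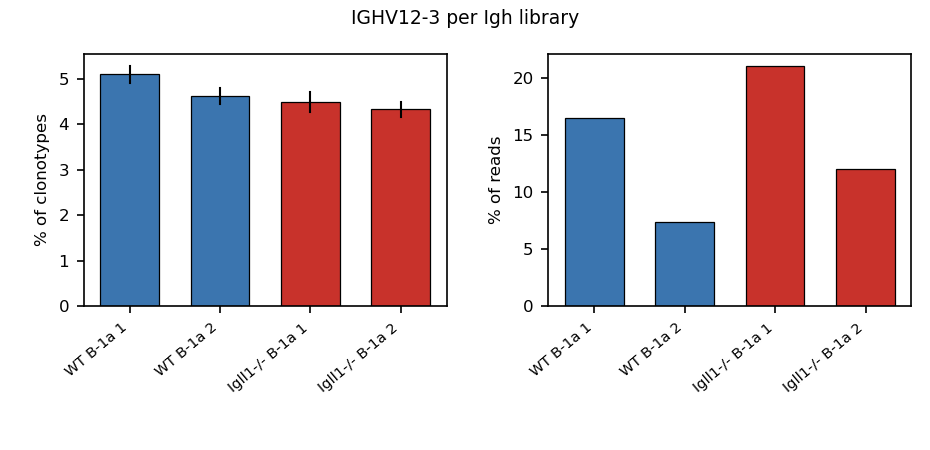
Percent of clonotypes (left, with Wilson 95% confidence intervals) and percent of reads (right) on IGHV12-3 in each *Igh* library, with wild-type B-1a in blue and *Igll1*-/- B-1a in red. The share of clonotypes lies between 4.32% and 5.09% in all 4 libraries, while the share of reads runs from 7.4% to 21.1% and overlaps between genotypes.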

V_K_4, which pairs with V_H_12 to confer PtC specificity, has a reduced representation in SLC-deficient B-1a cells, but it is still found at significantly higher frequency than in wild-type B-2 cells (Fig. 8). 

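IGKV4-91, the gene segment of V_K_4, was assigned to 473 and 420 clonotypes in the wild-type B-1a libraries, to 158 and 220 in the *Igll1*-/- B-1a libraries and to 125 and 112 in the wild-type B-2 libraries. Its share was 6.29% ± 0.36 (SD, n = 2), 2.97% ± 0.28 (SD, n = 2) and 1.37% ± 0.10 (SD, n = 2) of clonotypes, respectively. The Wilson 95% confidence intervals of single libraries ran from 5.50% to 7.13% in wild-type B-1a, from 2.38% to 3.61% in *Igll1*-/- B-1a and from 1.08% to 1.72% in wild-type B-2 cells, so no interval of a group met that of another. These intervals count each clonotype as independent. Of the *Igk* clonotypes, 60.8% lay within 1 amino acid of one with at least 10 times the reads, so the intervals may be too narrow. *Igll1*-/- B-1a cells differed from wild-type B-1a cells by a log2 fold change of −1.08 (standard error 0.16, edgeR adjusted p = 0.00055) and from wild-type B-2 cells by 1.11 (standard error 0.17, edgeR adjusted p = 0.00066). With the replicate block the values were −1.08 (edgeR adjusted p = 2.4e-05) and 1.12 (edgeR adjusted p = 2.1e-05). An exact permutation test on 2 libraries against 2 gave p = 0.333 for each comparison and cannot go lower. Weighting by reads moved the comparison with wild-type B-1a cells most, to −2.10 (edgeR adjusted p = 0.0062), and DESeq2 moved that with wild-type B-2 cells most, to 1.65 (adjusted p = 5.8e-06). By reads, the comparison with wild-type B-2 cells missed the threshold, with a log2 fold change of 1.03 (edgeR adjusted p = 0.063). With at least 10 reads per clonotype it missed it as well (1.02, edgeR adjusted p = 0.099), and the share in *Igll1*-/- replicate 1, 1.10%, then lay below both wild-type B-2 libraries, at 1.21% and 1.24%. Merging clonotypes within 1 amino acid of a clonotype with at least 10 times the reads, an alternative chosen after seeing the data, weakened the comparison with wild-type B-1a cells to −0.56 (edgeR adjusted p = 0.125). The paper reads the intermediate share in *Igll1*-/- B-1a cells as a reduced V_K_4 representation that stays above that of B-2 cells.

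**Figure D2:**
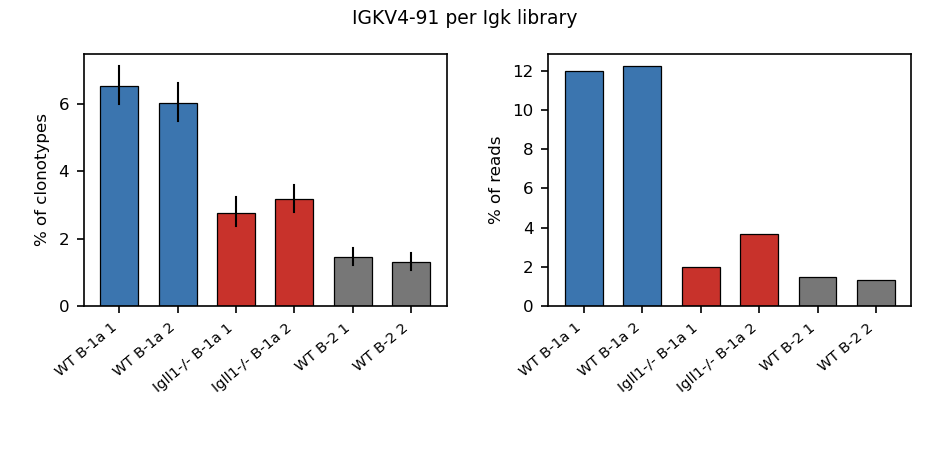
Percent of clonotypes (left, with Wilson 95% confidence intervals) and percent of reads (right) on IGKV4-91 in each *Igk* library, with wild-type B-1a in blue, *Igll1*-/- B-1a in red and wild-type B-2 in grey. By clonotypes the *Igll1*-/- libraries, at 2.77% and 3.17%, lie between the wild-type B-1a libraries, at 6.54% and 6.03%, and the wild-type B-2 libraries, at 1.44% and 1.30%.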

These rearrangement studies support the data from our flow-cytometry analysis and underscore the finding that B-1a cells generated in the absence of SLC maintain a V_H_12/V_K_4 gene segment bias.

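Among all *Ighv* genes of a library, IGHV12-3 ranked 2 and 3 by clonotypes in the wild-type libraries and 3 in both *Igll1*-/- libraries. By reads it ranked 2 in both wild-type and 1 in both *Igll1*-/- libraries. Its largest clonotype in the *Igll1*-/- libraries had the CDR3 AGDNYGYWYFDV, with 22183 of 38093 IGHV12-3 reads in replicate 1, and AGDLYDGYYYFDY, with 10479 of 34433 in replicate 2. The largest in the wild-type libraries had the CDR3 AGDYDGYWYFDV, with 7118 of 35666 reads in replicate 1, and AGDRSGYWYFDV, with 852 of 15791 in replicate 2. IGKV4-91 ranked 1 by clonotypes in both wild-type B-1a libraries, 10 and 7 in the *Igll1*-/- B-1a libraries, and 19 and 27 in the wild-type B-2 libraries. The CDR3 QQGSSIPLT was its largest clonotype in 5 of the 6 *Igk* libraries, with 19597 and 16055 reads in wild-type B-1a, 6847 in *Igll1*-/- replicate 2, and 2445 and 1873 in wild-type B-2 cells. In *Igll1*-/- replicate 1 the largest was QQGSSIPFT, with 1569 reads. Heavy and light chains were sequenced in separate libraries, so the pairing of both segments in a cell was not measured by sequencing. The paper joins these frequencies with the PtC binding measured by flow cytometry and concludes that a V_H_12/V_K_4 bias is maintained without SLC.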

**Fig. 7:**
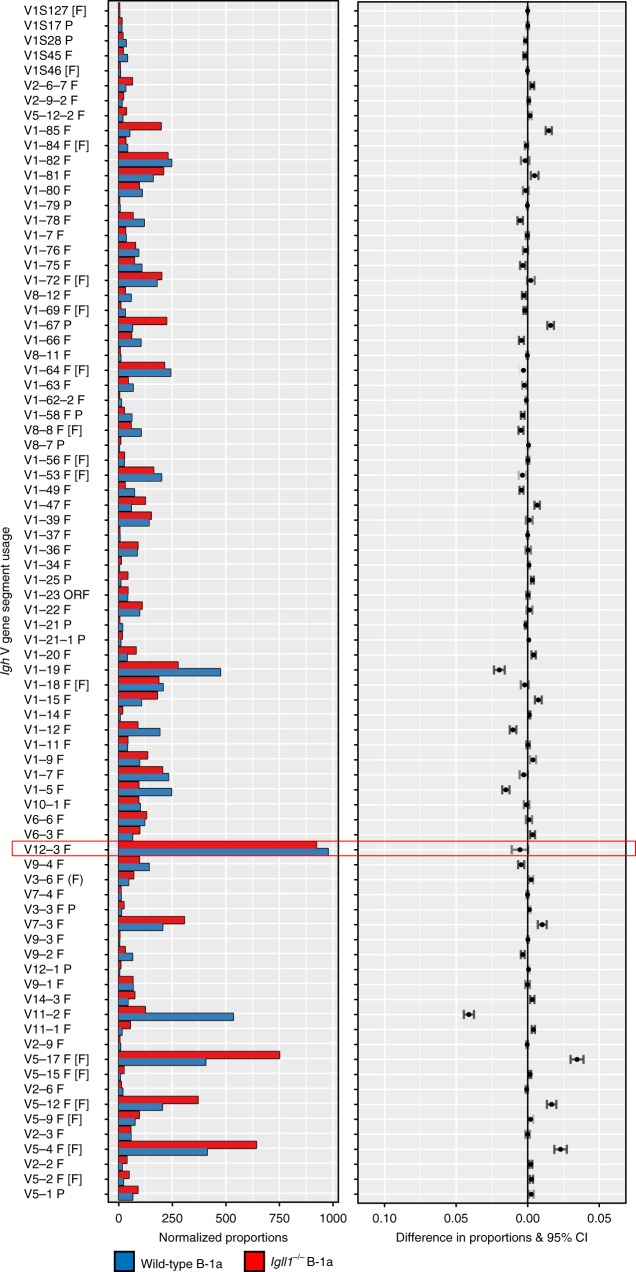
*Igll1*^*−/−*^ B-1a cells have a similar V_H_ gene segment V_H_ usage to wild-type controls. Representative synthesis graphs generated from IMGT/StatClonotype that compare differences in V gene segment usage between wild-type (blue) and *Igll1*^*−/−*^ (red)-derived B-1a cells (CD19^+^B220^lo^CD5^+^). The red box highlights V_H_12 (V_H_12-3) gene segment (*n* = 2 independent experiments). The graph combines a bar graph for the normalized proportions of each gene segment and the differences in proportions with significance and confidence intervals (CI)

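The graphs in Fig. 7 compare a single wild-type with a single *Igll1*-/- library, and each V gene was therefore also tested within pairs of libraries (Fisher's exact test with Benjamini-Hochberg adjustment). Such a test is about clonotypes and does not include the variation between mice. Of 135 *Ighv* genes in replicate pair 1, 60 differed at an adjusted p-value under 0.05, 22 of them higher in *Igll1*-/- cells. Of 136 genes in replicate pair 2, 60 differed, 30 of them higher. The same test between replicates of one genotype found 61 of 135 genes to differ in wild-type and 55 of 132 in *Igll1*-/- B-1a cells. Over all clonotypes the number of V genes differing was thus about as large between replicates as between genotypes. IGHV12-3 differed in both pairs (Fisher's exact test, adjusted p = 0.00024 and 0.048) and between the wild-type replicates (adjusted p = 0.0011). Keeping only clonotypes with at least 10 reads lowered the counts most, to 18 and 21 genes between genotypes against 9 of 87 between the wild-type and 8 of 90 between the *Igll1*-/- replicates, so at that minimum more genes differed between genotypes. The paper describes the V_H_ usage of both genotypes in Fig. 7 as similar.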

**Fig. 8:**
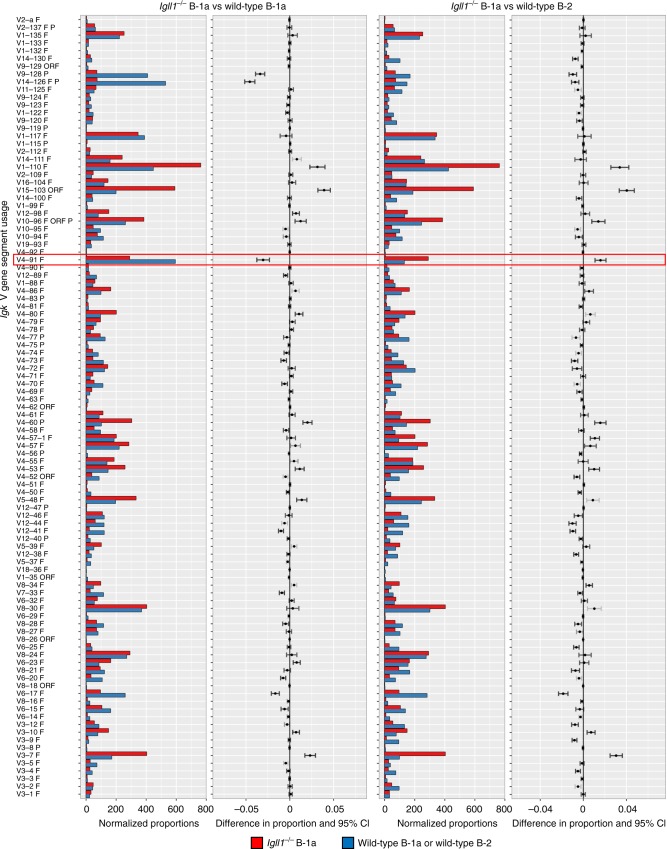
Wild-type and *Igll1*^*−/−*^ *Igll1*^*−/−*^ B-1a cells have a similar V_K_ gene segment usage to wild-type controls and maintain V_K_4-91 enrichment. Representative synthesis graphs generated from IMGT/StatClonotype that compare differences in *Igk* V gene segment usage between *Igll1*^*−/−*^ (red) versus wild-type (blue) peritoneal cavity B-1a cells CD19^+^B220^lo^CD5^+^ (left side) or *Igll1*^*−/−*^ (red) peritoneal cavity B-1a cells vs wild-type (blue) peritoneal cavity B-2 cells CD19^+^B220^+^ (right side). The red box highlights V_K_4 (V_K_4-91) gene segment (*n* = 2 independent experiments). This graph combines a bar graph for the normalized proportions of each gene segment and the differences in proportions with significance and confidence intervals (CI)

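Of 84 *Igkv* genes tested, 15 differed between *Igll1*-/- and wild-type B-1a cells at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 7 of them higher in *Igll1*-/- cells. IGKV14-126 fell furthest, from 5.09% ± 0.28 (SD, n = 2) of wild-type to 0.71% ± 0.04 (SD, n = 2) of *Igll1*-/- clonotypes (log2 fold change −2.84, standard error 0.22, edgeR adjusted p = 4.0e-06). In percent of clonotypes, IGKV4-91 and IGKV9-128 followed, the latter from 4.00% ± 0.56 (SD, n = 2) to 0.78% ± 0.14 (SD, n = 2) (log2 fold change −2.35, standard error 0.25, edgeR adjusted p = 5.6e-05). Of the IGKV9-128 clonotypes, 94.9% to 99.3% per library were not productive and the gene is not marked functional in the tables. The largest rises were in IGKV15-103, from 1.92% to 5.30%, IGKV1-110, from 4.24% to 7.45%, and IGKV3-7, from 2.07% to 4.69%, with log2 fold changes of 1.47, 0.81 and 1.18 and edgeR adjusted p-values of 0.00034, 0.00034 and 0.0089. Libraries of both genotypes differed by 27.9% ± 0.7 (SD over 4 pairs) in the percent of clonotypes listed with a single V gene that would have to lie on another. This was above the 11.1% between wild-type B-1a replicates and the 19.1% between *Igll1*-/- replicates. Across V genes, which are not independent, Pearson's r was 0.674 to 0.713 between genotypes, 0.964 between wild-type B-1a replicates and 0.906 between *Igll1*-/- replicates. Against wild-type B-2 cells, 19 of the 84 genes differed, 6 of them higher in *Igll1*-/- B-1a cells, and the usage differed by 26.0% ± 0.8 (SD over 4 pairs). With the replicate block, 17 genes differed from wild-type B-1a and 18 from wild-type B-2 cells. The deviations of libraries with the same replicate number correlated at r = 0.03 and −0.19 across V genes for these comparisons, so the numbers did not visibly pair the libraries. The count moved most with 1 library left out in turn, from 7 to 31 genes against wild-type B-1a cells. The paper, from Fig. 8, calls the V_K_ usage of *Igll1*-/- B-1a cells similar to that of wild-type controls and describes V_K_4-91 as enriched.

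**Figure D3:**
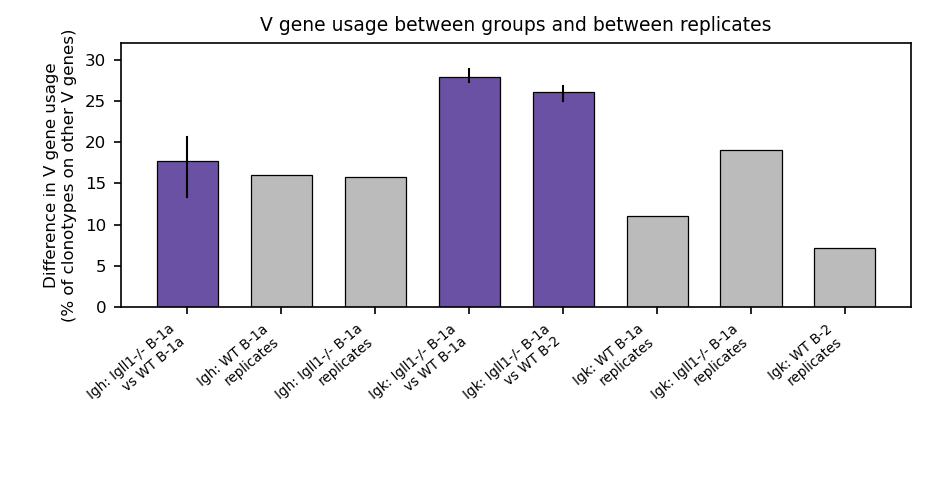
Difference in V gene usage, as the percent of clonotypes listed with a single V gene that would have to lie on another, between groups (purple, mean over 4 library pairs, lines from the lowest to the highest pair) and between the replicates of a group (grey). For *Igh* the difference between genotypes, 17.8%, is near the 16.0% and 15.8% between replicates, while for *Igk* the 27.9% and 26.0% between groups lie above the 11.1%, 19.1% and 7.2% between replicates.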

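Tested within pairs of libraries, as in the graphs of Fig. 8, 41 of 101 *Igkv* genes differed between *Igll1*-/- and wild-type B-1a cells in replicate pair 1 and 39 of 103 in pair 2 (Fisher's exact test with Benjamini-Hochberg adjustment, adjusted p-value under 0.05). Between *Igll1*-/- B-1a and wild-type B-2 cells, 51 of 101 genes differed in pair 1 and 47 of 103 in pair 2. Replicates tested in the same way differed in 9 of 102 genes in wild-type B-1a, 32 of 102 in *Igll1*-/- B-1a and 0 of 103 in wild-type B-2 cells. IGKV4-91 was lower than in wild-type B-1a cells in both pairs (Fisher's exact test, adjusted p = 1.2e-22 and 9.9e-15). It was higher than in wild-type B-2 cells in both pairs (Fisher's exact test, adjusted p = 3.8e-07 and 2.3e-14). Between replicates of a group it did not differ, with adjusted p-values from 0.385 to 0.797 by the same exact test. The test counts near-identical *Igk* clonotypes as independent, so its small p-values may overstate the evidence. The filter on reads weighed most on the counts, which fell to 6 and 5 genes against wild-type B-1a and to 7 and 11 against wild-type B-2 cells when clonotypes needed at least 10 reads. Between replicates 0, 4 and 0 genes then differed in wild-type B-1a, *Igll1*-/- B-1a and wild-type B-2 cells.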

To confirm that B-1a cells generated in SLC-deficient mice were from fetal origin, we analyzed *Igh* sequence for N-additions. B-1a cells are known to predominately come from fetal origins and as a consequence of low Tdt activity at this stage, they are known to have reduced N-additions compared with adult bone marrow-derived B cells. Our analysis revealed that *Igll1*^*−/−*^ peritoneal cavity B-1a cells had similarly reduced levels of N-additions as wild-type controls (Fig. 9). The paucity of N-additions supports the idea that B-1a cells are efficiently generated in SLC-deficient mice, maintaining key B-1a cell traits like V_H_12 and V_K_4 gene segment bias and reduced levels of junctional diversity.

**Fig. 9:**
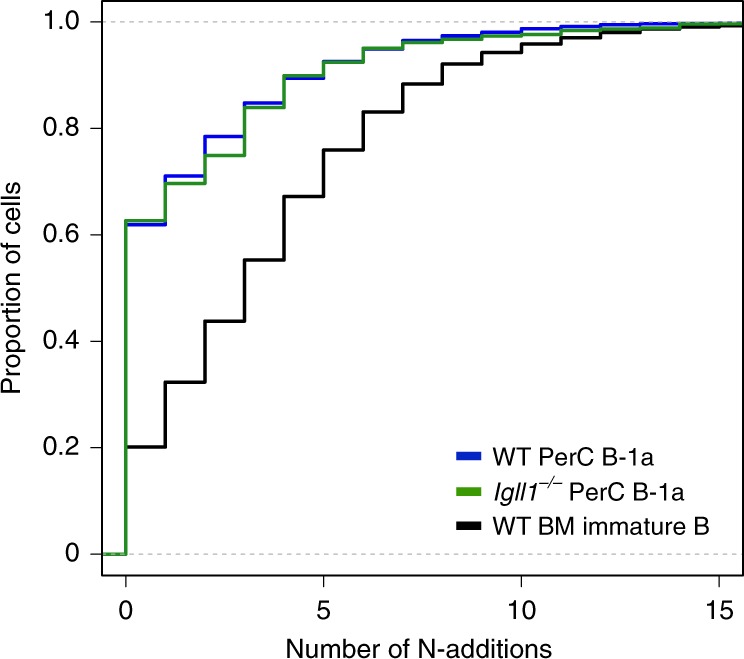
Wild-type and *Igll1*^*−/−*^ peritoneal cavity B-1a cells have similar low levels of N-additions as compared with wild-type counterparts. Cumulative frequency graph demonstrates the proportion of cells that have a certain number of N-additions between V_H_ and V_D_ gene segments for wild-type peritoneal cavity B-1a cells CD19^+^B220^lo^CD5^+^ (blue), *Igll1*^*−/−*^ peritoneal cavity B-1a CD19^+^B220^lo^CD5^+^ cells (green), and wild-type bone marrow immature B cells CD19 + B220 + IgM^int^ (black) (*n* = 2 independent experiments)

## Discussion

Although it was known that B-1a cells predominantly develop in the FL, the pathways driving development and the mechanisms underlying the generation of B cells with a repertoire skewed toward autoreactivity were not previously known. Indeed, this has been a subject of debate for many years. Here, we now reveal that a reduction in IL-7 signaling in the FL environment alleviates *Igk* repression and promotes early rearrangement of this locus in pro-B cells. Productive *heavy* and *light-chain* gene rearrangement at the pro-B cell stage can lead directly to the expression of a mature BCR, thereby bypassing the requirement for a pre-BCR checkpoint. Since PtC-specific V_H_ gene rearrangements pair poorly with SLC^26^ and the pre-BCR selects against autoreactive receptors^27^, SLC-independent development provides an explanation for how B cells with autoreactive, PtC-specific receptors are generated. In more general terms and along Jerne’s idea that the immune system selects antibody mutants from an initial self-reactive repertoire^68^, B-cell progenitors can be initially positively selected by the expression of autoreactive BCRs or their evolutionary surrogate, the pre-BCR^32,33^. This is followed by negative selection of autoreactivity through receptor editing. The skewing of the B-1a receptor repertoire toward autoreactivity likely reflects the imprint of the initial positive selection of B-1a cells through autoreactive BCRs rather than SLC (Fig. 10).

**Fig. 10:**
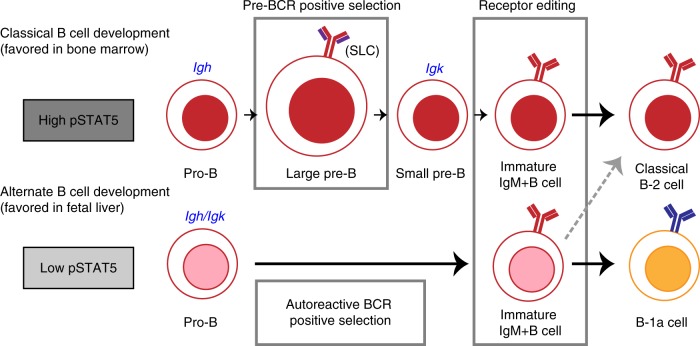
The model of classical versus alternate B-cell development. The classical B-cell developmental pathway is favored in the bone marrow where high levels of STAT5 signaling inhibit *Igk* recombination at the pro-B cell stage. At the large pre-B cell stage, a productive heavy-chain pairs with SLC and pre-BCR signaling at this stage leads to proliferative expansion and positive selection. Autoreactive heavy-chains pair poorly with SLC, and will not experience positive selection in this manner. Following *Igk* recombination (blue) at the small pre-B cell stage, self-reactive B cells can undergo receptor editing to further select against self-reactive BCRs. The alternate B-cell developmental pathway is favored in fetal liver where low levels of STAT5 signaling in pro-B cells promotes *Igk* recombination at the same stage as *Igh* recombination (blue). This enables the generation of B cells expressing a mature BCR instead of a pre-BCR. Here, self-reactive B cells are initially positively selected by self-antigens. Although these B cells can potentially undergo receptor editing to modify their BCRs, the initial positive selection of autoreactive B cells skews the B-1a BCR repertoire toward autoreactivity

The idea that B-1 cells can develop in a SLC-independent manner is not novel. In fact, Kitamura et al. observed that in contrast to B-2 cells, B-1 cells were essentially unaffected by SLC deficiency, however, the distinct effect on the B-1a versus B-1b cell compartment was not investigated^28^. Our analyses demonstrate that while B-2 and B-1b cell development is severely impaired in *Igll1*^*−/−*^ mice, B-1a cells can be generated at wild-type levels. Furthermore, SLC-independent B-1a development can occur through a mechanism that involves reduced IL-7R/STAT5 signaling and early *Igk* rearrangement. We found that B-1a cell development is selectively impaired in *Stat5b-CA* mice, providing additional support for the idea that SLC-independent B-1a cell development is favored by a decrease in IL-7 signaling. It should be noted that although *Igk* rearrangement can occur prior to *Igh* rearrangement, it is not a prerequisite for SLC-independent B-1a cell development. Indeed, a rearranged *Igh* that cannot associate with SLC could persist at the pro-B cell stage until subsequent productive *Igk* rearrangement generates a BCR independent of IGH-SLC pairing. Taken together, our findings point to a model in which B-1a cells typically develop in a SLC-independent manner. Interestingly, earlier work analyzing expression patterns of genes relevant to rearrangement in the yolk sac, para-aortic splanchnopleura, and spleen demonstrates that at E9–11, early lymphoid progenitor cells express *Rag2* and *VpreB*, but lack expression of *Igll1*^69^. The delayed expression of the SLC component, lambda5 (*Igll1*), points to the possibility that there is an early window in which B-cell development can occur in the absence of SLC. This stage coincides with the stage at which the earliest B-1 progenitor cells are detected (E9 in the yolk sac and para-aortic splanchnopleura)^70,71^. Thus, we speculate that the reason why early progenitors become B-1 cells is because they develop in a SLC-independent manner. The observation that SLC-deficient mice generate B-1a cells with autoreactive receptors supports this model^27^. The generation of SLC-independent autoreactive receptors does not need to occur at high frequency, because cells that acquire a B1a cell receptor undergo a rapid proliferative burst and thus even a few cells have the ability to give rise to a robust B1a cell population^20^. In sum, assignment of a SLC-independent pathway of B-cell development to B-1a cells provides a new perspective on B-1a development, reconciling old lineage and selection models (Fig. 10).

## Methods

### Mice

*Igll1*^*−/−*^ (Jackson Laboratory 002401) and *Stat5b-CA* mice were maintained on a C57BL/6 background, as previously described^28,36,72^. B1.8 mice^73^ were crossed onto a *Igll1*^*−/−*^ background. These mice were housed and cared for in accordance with IACUC guidelines and protocols approved by NYUMC (protocol #: IA15-01468) and U of Minnesota (protocol #: 1502–32347A).

### Flow cytometry and antibodies

BM and FL cell populations were isolated from C57Bl/6 mice via cell sorting and analyzed by flow cytometry. B- and T-cell antibodies include: anti-CD45R/B220 (clone: RA3–6B2 cat. no. 553092), anti-CD19 (clone 1D3 cat. no. 557655), anti-IgM^b^ (clone AF6–78 cat. no. 553520), anti-IgM (clone II/41 cat. no. 553437, 743324), anti-IgK (clone 187.1 cat. no. 562476, 562888), anti-CD117/c-Kit (clone 2B8 cat. no. 553356), anti-CD2 (clone RM2–5 cat. no. 553111), anti-CD25/IL2RA (clone PC61 cat. no. 553866), anti- CD93 (clone AA4.1 cat. no. 561990) anti-CD90.2/Thy1.2 (clone 53–2.1 cat. no. 25-0902-82), anti-CD5 (clone 53-7.3 cat. no. 553022), anti-V_H_12 (clone 5C5)^74^ anti-TCRB (clone H57–597 cat. no. 47-5961-82), anti-CD8a (clone 53-6.7 cat. no. 553031), anti-CD4 (clone RM4-5 cat. no. 553051), anti-ENPP1/PC1 (clone YE1/19.1 cat. no. 149207). All of the antibodies were obtained from BD Pharmigen, except anti-CD90.2, anti-TCRB, and anti-ENPP1/PC1 (eBioscience). Fluorescent DPOC/CHOL liposomes were acquired from FormuMax. The gating strategy was as follows: bone marrow pro-B cells B220^+^/CD19^+^/IgM^−^/c-kit^+^/CD25^−^/IgM^−^, BM pre-B cells B220^+^/CD19^+^/IgM^−^/c-kit^−^/CD25^+^, FL pro-B cells (E17.5) B220^+^/CD19^+^/IgM^−^/c-kit^+^/CD2^−^, and thymic DP cells Thy1.2^+^/TCRB^−^/CD19^−^/CD4^+^/CD8^+^. FL pro-B cells were sorted on CD2^−^ instead of CD25^−^, because CD25 is not expressed in fetal B cells. CD2 expression is correlated with cytoplasmic μ heavy chain, and can be used to identify pre-B cells and efficiently sort pro-B cells from the FL^75^. From the peritoneal cavity, B-2, B-1a, and B-1b were identified as followed: B-2 cells B220^hi^/CD19^+^, B-1a cells B220^lo^/CD19^+^/CD5^+^, and B-1b cells B220^lo^/CD19^+^/CD5^−^. To obtain FL precursor cells, FLs from E15.5–17.5 were subject to lineage depletion using the following biotin-labeled antibodies: anti-CD4 (RM4–5), anti-CD8a (53-6.7), anti-TCRγδ, anti-CD49b (DX5), anti-Ly6G/Ly6C (RB6-8C5), anti-CD11c (N418), anti-CD11b (M1/70), anti-F4/80 (BM8), anti-Ter-119 (TER-119) followed by a negative selection using streptavidin magnetic rapidspheres (STEMCELL Technologies). The remaining cells were sorted as: Lin^−^/CD19^−^/IgM^−^/c-kit^+^/CD2^−^/B220^lo^. Cells were sorted using a FACSAria I (BD). The data were also collected on an LSR II (BD) and analyzed using FlowJo software.

### Intracellular staining for IgK

FL E17.5 B cells were stained for surface markers (CD19, B220, IgM, IgK, CD2, and CD127), followed by permeabilization/fixation and secondary staining for IgM and IgK in accordance with the manufacturer’s instructions (BD 554714). Antibodies with different conjugated flourophores were used to distinguish between surface IgM/IgK (BD 554714 and 562476) and intracellular IgM/IgK (BD 553437 and 562888).

### Semiquantitative *Igk* rearrangement

DNA was prepared from sorted cells by proteinase K digestion at 55 C for 4 h, 85 C for 10 min. VκJκ joints were amplified using a degenerate Vκ primer (5′-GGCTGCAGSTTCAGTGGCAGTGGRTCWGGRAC-3′), and a Jκ5 primer (5′-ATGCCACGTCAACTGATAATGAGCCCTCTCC-3′). *Acidia* gene was amplified as a loading control (AID F: 5′-GCCACCTTCGCAACAAGTCT-3′, AID R: 5′-CCGGGCACAGTCATAGCAC-3′). Bands were run through a 1.5% agarose gel electrophoresis and imaged using a ChemiDoc XR + (Bio-Rad). Germline retention analysis of Jκ1 was carried out by real-time quantitative PCR analysis, as previously described^50^.

### Immuno-DNA FISH

Combined detection of γ-H2AX and *Igk* loci was carried out on cells adhered to poly-L lysine-coated coverslips, as previously described^51^. Cells were fixed with 2% paraformaldehyde/PBS for 10 min, and permeabilized for 5 min with 0.4% Triton/PBS on ice. After 30 min blocking in 2.5% BSA, 10% normal goat serum, and 0.1% Tween-20/PBS, H3S10ph staining was carried out using an antibody against phosphorylated serine-10 of H3 (Millipore) diluted at 1:400 in blocking solution for 1 h at room temperature. Cells were rinsed three times in 0.2% BSA, 0.1% Tween-20/PBS and incubated for 1 h with goat-anti-rabbit IgG Alexa 488 or 594 or 633 (Invitrogen). After three rinses in 0.1% Tween-20/PBS, cells were post fixed in 3% paraformaldehyde/PBS for 10 min, permeabilised in 0.7% Triton-X-100 in 0.1 M HCl for 15 min on ice, and incubated in 0.1 mg/ml RNase A for 30 min at 37 °C. Cells were then denatured with 1.9 M HCl for 30 min at room temperature and rinsed with cold PBS. DNA probes were denatured for 5 min at 95 °C, pre-annealed for 45 min at 37 °C, and applied to coverslips which were sealed onto slides with rubber cement and incubated overnight at 37 °C. Cells were then rinsed three times 30 min with 2x SSC at 37 °C, 2x SSC, and 1x SSC at room temperature. Cells were mounted in ProLong Gold (Invitrogen) containing DAPI to counterstain the total DNA.The *Igk* locus was detected using BAC DNA probes that hybridize to the distal Vκ24 gene region (RP23–101G13) and the Cκ region (RP24–387E13), in combination with an antibody against the phosphorylated form of γ-H2AX. BAC probes were directly labeled by nick translation with dUTP-A594 or dUTP-A488 (Invitrogen). FISH for locus contraction was conducted as previously published^51^.

### Confocal microscopy and analysis

Cells were analyzed by confocal microscopy on a Leica SP5 Acousto-Optical Beam Splitter system. Optical sections separated by 0.3 μm were collected. Analysis on cells included those in which signals from both alleles could be detected, which encompassed 90–95% of the total cells imaged. Further analysis was carried out using ImageJ. Alleles were defined as colocalized with γ-H2AX if the signals overlapped. Sample sizes typically included a minimum of 100 cells, and experiments were repeated at least two or three times. Statistical significance was calculated by χ^2^ analysis in a pair-wise manner. For locus contraction, distances were measured between the center of mass of each BAC signal. Significant differences in distributions of empirical inter-allelic distances were determined by a nonparametric two-sample Kolmogorov–Smirnov (KS) test. To eliminate observer bias, each experiment was analyzed by at least two people.

### STAT5-ChIP-qPCR

STAT5-ChIP-qPCR was conducted as previously described^44^. Purified DNA was then analyzed by quantitative real-time PCR. Samples were analyzed in triplicate and represent three biological replicates.

### *Igh* and *Igk* repertoire analysis

Cells were sorted and lysed in 0.5 mg/mL proteinase K at 55 C for 4 h, 85 C 10 min. Lysed cells were used as a template for HotStarTaq (Qiagen) PCR amplification. *Igh* primers used to amplify rearrangements were adapted from V_H_ FR3 and J_H_ BIOMED-2 primers^76,77^. Additional primers were designed to capture some V genes missing from the BIOMED-2 study, which include V_H_12 (V_H_12-3). Igk primers include the degenerate V primer used in the semiquantitative PCRs with additional primers designed to capture some B-1a cell-biased gene segments, which include V_K_4 (V_K_4–91) (Supplementary Table 2). Amplified rearrangements were purified by gel extraction (Qiagen) followed by a standard end-repair reaction. Following purification steps were carried out by Ampure XP bead purification (Beckman Coulter). In order to attach Illumina-compatible adapters, samples were treated by standard dA tailing followed by adapter ligation using Quick Ligase (NEB) mixed with pre-annealed NEXTflex DNA Barcodes (Bioo Scientific). QC was carried out by tapestation, and quantified by qPCR (Kapa Biosystems). Samples were pooled and sequenced on an Illumina HiSeq 4000 (2 × 150 PE reads). Nucleotide sequences were compared with the reference equences from IMGT, the international ImMunoGeneTics information system (http://www.imgt.org) and analyzed using IMGT/HighV-QUEST^67^, a web portal allowing the analysis of thousands of sequences on IMGT/V-QUEST^65^. IMGT/StatClonotype was used to analyze statistically significant gene segment usage between samples^64,66^. *Igh* N-addition information from the region between V and D gene segments was extracted from IMGT/HighV-QUEST and graphed in R.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

The data that support findings of this study have been deposited in the Gene Expression Omnibus (GEO) database under the accession code GSE104111.

How the deposited data were processed for this re-analysis (not part of the article)

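The rearranged *Igh* loci of peritoneal cavity B-1a cells were sequenced in 4 libraries (2 wild-type, 2 *Igll1*-/-), and the rearranged *Igk* loci in 6 libraries (2 each of wild-type B-1a, *Igll1*-/- B-1a and wild-type B-2 cells). The authors amplified genomic DNA by multiplex PCR, selected products of 120 to 280 bp for *Igh* and 100 to 280 bp for *Igk* as the labels state, and assigned the reads to V, D and J genes with IMGT/High-V-QUEST. The count of reads per clonotype was deposited by the authors as it came from that assignment, without normalization, in 1 table per library with 1 row per clonotype. The authors' tables also give the percent identity of each clonotype to its germline V gene, as computed by IMGT, and the length of its CDR3 in amino acids. Replicates were not pooled. The tables hold no nucleotide sequence and no count of N-additions, and the analysis of N-additions, with its alternatives, was not run. The experiments on pro-B cells, on fetal liver and by flow cytometry are not in the deposited data. The flow cytometry values given for Fig. 6c are the paper's own.

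Each clonotype was counted once on its V gene, and clonotypes listed with several V genes were kept in the library total only. The total was 32386 to 58205 clonotypes in *Igh* and 5701 to 8652 in *Igk* libraries, so 3 clonotypes corresponded to at most 0.0093% and 0.053% of a library. For the shares of IGHV12-3 and IGKV4-91 in single libraries the Wilson 95% confidence interval was computed. These intervals cover the sampling of clonotypes only, not PCR, primer or mouse-to-mouse variation. V genes with at least 10 clonotypes in at least 2 of the libraries fitted were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with the total number of clonotypes as library size, no further normalization and Benjamini-Hochberg adjustment. The *Igh* fit covered 4 libraries and the *Igk* fit 6. Tested on simulated data with the totals and the common spread of these libraries, in which 20 V genes were changed 4-fold, the fit recovered 49% of them for *Igh* and 91.2% for *Igk* over 20 simulations, and 4.6% and 3.2% of its calls were false. All V genes had the same spread in the simulation, unlike in the libraries.

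The V genes named in the text are IGHV12-3 and IGKV4-91, which the paper names, and in each comparison up to 3 V genes per direction with the largest difference in mean percent of clonotypes among those where both libraries of a group lie above both of the other. The V genes were also tested within single pairs of libraries with Fisher's exact test, because the graphs of the paper compare a pair of libraries. Single values such as the effective number of V genes were compared with an exact permutation test, whose smallest p-value for 2 libraries against 2 is 0.333. The difference in V gene usage between libraries is the percent of clonotypes that would have to lie on another V gene for both distributions to be equal. This difference and the effective number were taken over clonotypes listed with a single V gene, not over the library total. Computations outside R used Python 3.11.15 with scipy 1.17.1, pandas 2.3.3 and numpy 2.4.6.

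The sample mapping, the design of each test, the named-gene criterion and most alternatives were fixed before the processed files arrived. These alternatives were to weight by reads, to keep only clonotypes with at least 2 or at least 10 reads, to keep clonotypes listed with a single V gene or functional V genes only, to apply TMM normalization, to use DESeq2 1.42.0, to drop the filter on low V genes, to add the replicate number as a block, to fit only the libraries compared, and to leave out each library in turn. Productive clonotypes only, merging of clonotypes that lie within 1 amino acid of a clonotype with at least 10 times the reads, and giving a clonotype to its first-listed V gene were added after seeing the data. Primer efficiency differs between V genes and primers were added for V_H_12-3 and V_K_4-91, so shares of different V genes in a library are not on a common scale, while the share of a V gene can be compared between libraries made with the same primers. No batch or sequencing date is given for the libraries, so none could be compared within batches.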

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

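The paper discusses V_K_4-91 among the *Igkv* genes. Differences in the other *Igkv* genes named by the criterion above, up to 3 per direction, were flagged where they passed an adjusted p-value under 0.05. They lie outside the genes the paper discusses. Further genes that passed, such as IGKV7-33 against wild-type B-1a cells, were not flagged. Against wild-type B-1a cells, *Igll1*-/- B-1a cells had lower shares of IGKV14-126 (log2 fold change −2.84) and IGKV9-128 (−2.35) and higher shares of IGKV15-103 (1.47), IGKV3-7 (1.18) and IGKV1-110 (0.814). Against wild-type B-2 cells they had higher shares of IGKV3-7 (2.10), IGKV15-103 (1.41) and IGKV8-30 (1.01) and lower shares of IGKV3-9 (−3.67) and IGKV8-28 (−1.51). The edgeR adjusted p-values ran from 4.0e-06 for IGKV14-126 to 0.016 for IGKV8-28, and in each case both libraries of a group lay above both of the other.

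Technical explanations were tested in detail for the largest of these changes against wild-type B-1a cells, IGKV14-126, at 4.89% and 5.29% of clonotypes in wild-type and 0.68% and 0.73% in *Igll1*-/- B-1a libraries. Its bars in Fig. 8, read by eye, stand at about 530 per 10000 clonotypes in wild-type and 72 in *Igll1*-/- B-1a cells. If sequencing errors that split large clonotypes were the source, merging clonotypes within 1 amino acid of a clonotype with at least 10 times the reads would bring the log2 fold change to within 1 of 0, and it stayed at −2.23. Downsampling all libraries to the reads of the smallest left it at −2.845, so a difference in depth does not account for it. Without the 10 largest clonotypes of each library, the log2 fold change in reads was −3.30. IGKV14-126 then held 3.38% and 4.22% of wild-type B-1a and 0.37% and 0.40% of *Igll1*-/- B-1a reads. With all clonotypes it held 9.02% and 10.1% against 0.25% and 0.27%, so the largest clonotypes made up part of the difference in reads. A different *Igk* haplotype in the *Igll1*-/- mice was tested by the share of clonotypes at full identity to their germline V gene, which differed by −2.80 percentage points, against a limit of 20 set for this test. This last test cannot decide the question. Fewer than 10% of clonotypes were at full identity in any library, so a fall of 20 percentage points was not possible. A variant under a primer would not show in it either. The limits for the haplotype and the 10 largest clonotypes were set after values bearing on them had been seen, those for merging and downsampling before.

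For the other flagged genes the alternatives serve as the check. IGKV1-110 passed the threshold under every alternative, with values from 0.77 to 1.22. Under the alternatives that gave a value, IGKV9-128 stayed between −4.86 and −1.87 and IGKV15-103 between 1.25 and 1.75 against wild-type B-1a cells, and IGKV3-9 between −6.26 and −2.27 against wild-type B-2 cells, and each passed. Neither IGKV9-128 nor IGKV15-103 has a value with functional V genes only, since the tables do not mark them as functional. Productive clonotypes only, an alternative chosen after seeing the data, left too few clonotypes to test IGKV9-128, with 6.54 per 10000 in wild-type B-1a and 2.85 in *Igll1*-/- B-1a cells against 400 and 78.2 over all clonotypes, and too few to test IGKV3-9. Of their clonotypes, 94.9% to 99.3% per library for IGKV9-128 and 90.9% to 100% for IGKV3-9 were not productive. Nor did IGKV3-9 have enough clonotypes of at least 10 reads. The differences in IGKV9-128 and IGKV3-9 are thus differences in rearrangements that are mostly not productive. IGKV3-7 against wild-type B-1a cells missed the threshold when either wild-type B-1a library was left out (edgeR adjusted p = 0.057 and 0.127). IGKV8-30 missed it by reads (edgeR adjusted p = 0.064). Of its clonotypes, 51.0% in *Igll1*-/- replicate 1 were not productive, against 12.8% to 16.2% in the other libraries. Part of its share in that library thus lay on rearrangements that were not productive. IGKV8-28 is the least firm, since TMM normalization (−1.04, edgeR adjusted p = 0.090), DESeq2 (−0.96, adjusted p = 0.182) and the fit of only the libraries compared (edgeR adjusted p = 0.065) each left it short of the threshold. With 2 libraries per group and no batch stated, a difference between cohorts of mice, sorts or library preparations cannot be told apart from the genotype, and a primer mismatch was not tested. These patterns are therefore not called biological here.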

How the results depend on the processing

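For values compared by the exact permutation test, whose smallest p-value is 0.333, no threshold can be passed, and only their direction was compared. The direction stayed under every alternative for the mean *Igh* CDR3 length and, against both wild-type populations, for the *Igk* effective number of V genes, the share of *Igk* reads in the 10 largest clonotypes and the percent of clonotypes on IGKV4-91. For the 10 largest clonotypes this says little. Downsampling leaves their expected share unchanged, and a minimum of 2 reads moved it only from 29.2% to 29.7% in wild-type B-1a cells. Taking the 100 largest clonotypes was the only other alternative. For IGKV4-91 against wild-type B-2 cells the groups overlapped with at least 10 reads, at 1.10% and 3.81% in *Igll1*-/- B-1a and 1.21% and 1.24% in wild-type B-2 libraries (exact permutation test, p = 1). Against wild-type B-1a cells, IGKV14-126 and IGKV1-110 stayed past the edgeR or DESeq2 threshold under every alternative. So did IGKV9-128 and IGKV15-103, and IGKV3-9 against wild-type B-2 cells, under the alternatives that gave a value. There is no value for IGKV15-103 and IGKV9-128 with functional V genes only, for IGKV9-128 and IGKV3-9 with productive clonotypes only, and for IGKV3-9 with at least 10 reads. Of 189 alternative values of main results, 136 stayed, 24 were weaker, 9 stronger, 9 moved and 11 reversed. Of 473 other alternative values 337 stayed, and of those that changed 5 reversed and 131 did not.

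Counting reads in place of clonotypes changed many results, since a large clonotype then weighs by its size, PCR amplification included. The *Igll1*-/- minus wild-type difference in the effective number of *Ighv* genes went from −0.40 to 6.23, that in the percent on IGHV12-3 from −0.45 to 4.61 (log2 fold change 0.470), that in IGHJ2 from −1.51 to 2.56 and that in mean *Igk* CDR3 length from −0.205 to 0.106. IGKJ5 against wild-type B-2 cells went from 3.08 to −1.70 percentage points. The difference in usage rose to 38.0% for *Igh* (19.5% and 25.9% between replicates), 40.7% for *Igk* against wild-type B-1a cells and 36.1% against wild-type B-2 cells. By reads 1 *Ighv* gene passed, IGHV11-2, and IGKV4-91 against wild-type B-2 cells no longer did (1.03, edgeR adjusted p = 0.063).

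Keeping clonotypes with at least 2 or at least 10 reads removes those that rest on 1 read, 57.7% to 73.4% of a library, and with them both small clones and sequencing errors. The difference in the effective number of *Ighv* genes became 1.44 and 4.20, and the usage differed by 24.0% and 31.7% for *Igh* (23.0% and 18.4% between wild-type and 20.7% and 22.7% between *Igll1*-/- replicates), 29.3% and 31.3% for *Igk* against wild-type B-1a cells, and 28.8% and 30.7% against wild-type B-2 cells. The difference in mean *Igk* CDR3 length became 0.222 and 0.118. With at least 2 reads, the difference in the reads of the 10 largest *Igh* clonotypes went from 0.624 to −0.452 percentage points. With at least 10 reads, the difference in the percent on IGHV12-3 was 0.378 (log2 fold change 0.0796), IGKJ1 against wild-type B-2 cells went from 1.07 to −4.34, IGKJ3 against wild-type B-1a cells from 0.089 to −0.080 and IGKJ5 from −1.82 to 1.25. At that minimum 3 *Ighv* genes passed against 0, 10 *Igkv* genes against 19 in the comparison with wild-type B-2 cells, and IGKV4-91 missed the threshold there (1.02, edgeR adjusted p = 0.099).

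The counts of V genes differing within a pair fell with these minimums. Fewer clonotypes give each test less power, and this was not separated from the removal of clonotypes with few reads. For *Igh*, 18 and 21 genes differed with at least 10 reads, against 60 and 60, while 9 and 8 differed between the wild-type and the *Igll1*-/- replicates, against 61 and 55. The similarity of both genotypes to replicates therefore holds over all clonotypes and not at this minimum. For *Igk* against wild-type B-1a cells, 19 and 20 genes differed with at least 2 reads and 6 and 5 with at least 10 reads, against 41 and 39. Against wild-type B-2 cells these numbers were 26 and 31, and 7 and 11, against 51 and 47.

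DESeq2 found 1 *Ighv* gene, IGHV11-2 (adjusted p = 2.0e-05), and 9 *Igkv* genes against wild-type B-2 cells, where edgeR had found 0 and 19. With TMM normalization 8 *Igkv* genes passed against wild-type B-2 cells. Both rescale each library to a typical V gene, which shifts the *Igk* fold changes against wild-type B-2 cells upward. Fitting only the 4 libraries compared gave 9 *Igkv* genes against wild-type B-1a cells in place of 15 and 7 against wild-type B-2 cells in place of 19, with fewer libraries to estimate the spread. Merging near-identical clonotypes, chosen after seeing the data, weakened IGKV4-91 against wild-type B-1a cells to −0.556 (edgeR adjusted p = 0.125).

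With each library left out in turn, 0 to 6 *Ighv* genes passed in 4 fits (3 and 6 without an *Igll1*-/- library), and 7 to 31 *Igkv* genes against wild-type B-1a and 6 to 39 against wild-type B-2 cells in 6 fits. The highest *Igk* counts came without either *Igll1*-/- library, the group whose *Igk* replicates differed most. IGHV12-3 stayed between −0.209 and −0.068, and IGKV4-91 between −1.18 and −0.987 against wild-type B-1a and between 1.01 and 1.21 against wild-type B-2 cells. The counts of *Igkv* genes therefore rest on few libraries, while the sign for IGKV4-91 does not depend on any of them. The 5 alternatives for N-additions were not run, because the files analysed here hold no N-addition counts. In the *Igk* libraries, IGKV4-91 rests on 112 to 473 clonotypes per library.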

Differences from the paper's values

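In wild-type B-1a cells, IGHV12-3 made up 485 of 10000 clonotypes (509 and 462 in the replicates), whereas the paper's bar stands at about 980 in Fig. 7, read by eye. With clonotypes weighted by reads the value was 1197, and with clonotypes of at least 10 reads 669, and these settings came within the limits for a difference. Neither setting reproduced Fig. 7, however. In wild-type cells IGHV11-2 was at 2249 by reads, against a bar of about 540. IGHV5-4 was at 206 with at least 10 reads, against about 410. Over all clonotypes these 2 genes, at 389 and 394, came within the limits, so the mismatch there did not extend to them. With clonotypes of at least 2 reads (559), with clonotypes listed with a single V gene (590) and with functional V genes only (610) the values still differed, as they did with either replicate left out. In *Igll1*-/- B-1a cells the value was 440 (448 and 432 in the replicates), against the paper's bar of about 920 in Fig. 7, read by eye. Only clonotypes of at least 10 reads (707) came within the limits. Weighted by reads the value was 1658, and it was 512 with at least 2 reads, 548 with a single V gene and 578 with functional V genes only. Productive clonotypes only (464 and 389) and merged clonotypes (251 and 235), both chosen after seeing the values, also differed.

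Fig. 7 shows IGHV12-3 as the longest bar, whereas by clonotypes it ranked 2 and 3 in the wild-type and 3 in both *Igll1*-/- libraries. By reads it ranked 2 in both wild-type and 1 in both *Igll1*-/- libraries. The legend of Fig. 8 describes the V_K_ usage of *Igll1*-/- and wild-type B-1a cells as similar. Here 15 of 84 *Igkv* genes differed by edgeR, and the usage differed by 27.9% of clonotypes listed with a single V gene between genotypes, against 11.1% between wild-type and 19.1% between *Igll1*-/- replicates.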

Other observations

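IGHV11-2, which the paper does not discuss, was at 2.99% and 4.79% of clonotypes in the wild-type and 0.82% and 0.96% in the *Igll1*-/- libraries, lower in 2 of 2 libraries. Of the reads it took 20.6% and 24.4% in wild-type libraries, where no V gene took more, against 0.49% and 0.70%. Its bars in Fig. 7, read by eye, stand at about 540 per 10000 clonotypes in wild-type and 130 in *Igll1*-/- cells. IGHV11-2 missed the threshold in the main test (log2 fold change −2.12, edgeR adjusted p = 0.122) and passed it by reads (−5.23, edgeR adjusted p = 0.0049), with at least 10 reads (−3.30, edgeR adjusted p = 3.0e-10) and with DESeq2 (adjusted p = 2.0e-05). With a library left out it passed in 2 of 4 fits. Merging clonotypes within 1 amino acid of a clonotype with at least 10 times the reads brought the log2 fold change to −1.14, close to the limit of −1 set beforehand, so errors around large wild-type clonotypes may account for part of the difference in clonotypes. Downsampling left it at −2.14. Without the 10 largest clonotypes of each library the log2 fold change in reads was −3.64. An *Igh* haplotype difference was looked for in the share of IGHJ1 clonotypes on allele 03, which differed by 0.323 percentage points, and lay at 98% to 99% in every library. Of the 889 and 2006 IGHV11-2 reads of the *Igll1*-/- libraries, 23.6% lay on clonotypes that were among the 10 largest IGHV11-2 clonotypes of a wild-type library, which can be carry-over or shared rearrangements. If carry-over, the difference is understated. The predictions for the 10 largest clonotypes, the haplotype and the carry-over were made after the result was seen. A difference between cohorts or library preparations could not be tested, so a lower use of IGHV11-2 without SLC remains a hypothesis.

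The IGHV12-3 reads were more concentrated in the *Igll1*-/- libraries, where the largest clonotype held 58.2% and 30.4% of them, against 20.0% and 5.40% in wild-type libraries. After downsampling to the same number of IGHV12-3 reads, the lowest *Igll1*-/- library lay 11.3 percentage points above the highest wild-type library. Random downsampling leaves the expected share of a large clonotype unchanged, so this test could not have shown an effect of depth. The concentration was not particular to IGHV12-3. Over 37 other V genes with at least 500 reads in every library, the median share of the largest clonotype was 17.7% and 15.2% in *Igll1*-/- and 6.32% and 7.40% in wild-type libraries, a gap of 7.76 percentage points. The largest IGHV12-3 clonotype of each *Igll1*-/- library held at most 0.256% of the IGHV12-3 reads of the other, which is consistent with clones expanded in single mice. PCR amplification of single templates, or fewer cells per library, would also leave different dominant clonotypes in each library, and the files cannot tell these apart. The predictions on depth and on expanded clones were made after the result was seen, that on all V genes before.

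As a test of how many clonotypes may be sequencing errors, clonotypes within 1 amino acid of a clonotype of the same V and J gene and at least 10 times its reads were counted. They were 14.7% of *Igh* and 60.8% of *Igk* clonotypes, against a limit of 20% set beforehand. For *Igk* this is consistent with errors making up much of the clonotype count, although germline *Igk* junctions are alike and true clonotypes are merged as well.

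A comparison of wild-type B-1a with wild-type B-2 cells was added after seeing the data. In the same edgeR fit, 3 of 84 *Igkv* genes differed, all higher in B-1a cells in 2 of 2 libraries, namely IGKV4-91 (log2 fold change 2.19, edgeR adjusted p = 3.6e-06), IGKV14-126 (1.70, edgeR adjusted p = 0.00017) and IGKV9-128 (1.32, edgeR adjusted p = 0.0043). In percent of clonotypes, these are the same 3 genes with the largest falls from wild-type to *Igll1*-/- B-1a cells. By log2 fold change other genes fell more than IGKV4-91 (−1.08), such as IGKV7-33 (−2.53). Both comparisons use the same wild-type B-1a libraries, so a gene high in those libraries tends to appear in both. Per 10000 clonotypes, IGKV14-126 was at 509 in wild-type B-1a, 70.9 in *Igll1*-/- B-1a and 156 in wild-type B-2 cells, and IGKV9-128 at 400, 78.2 and 160. Of the 3 genes only IGKV4-91 was thus intermediate in *Igll1*-/- B-1a cells. IGKV9-128 is not marked functional in the tables and nearly all of its clonotypes were not productive, and among productive clonotypes only it stood at 6.54, 2.85 and 2.62 per 10000 and was not tested.

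The CDR3 of the *Igh* clonotypes was 10.79 and 10.65 amino acids long on average in the wild-type and 10.50 and 10.35 in the *Igll1*-/- libraries. The means were 10.72 ± 0.10 (SD, n = 2) and 10.43 ± 0.10 (SD, n = 2), with both *Igll1*-/- libraries below both wild-type libraries (exact permutation test, p = 0.333, the smallest possible here). Within a library the SD over clonotypes was 3.01 to 3.35 amino acids. For *Igk* the means were 10.30 ± 0.40 (SD, n = 2) in wild-type B-1a, 10.09 ± 0.43 (SD, n = 2) in *Igll1*-/- B-1a and 9.77 ± 0.01 (SD, n = 2) in wild-type B-2 cells, and the median was 9 in every library. CDR3 length is not a count of N-additions, which are not in the files analysed here.

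Of the *Ighj* genes, IGHJ1 held 13.0% and 18.2% of clonotypes in wild-type and 12.7% and 10.9% in *Igll1*-/- libraries, and IGHJ3 held 23.7% and 18.2% against 25.0% and 25.9% (exact permutation tests over 4 J genes, adjusted p = 0.444 for each). IGKJ1 held 22.7% and 19.8% in wild-type B-1a, 24.9% and 28.5% in *Igll1*-/- B-1a and 24.8% and 26.4% in wild-type B-2 libraries. Some *Ighv* genes were absent from a single library. IGHV1S17 had 31 and 71 clonotypes in wild-type and 0 and 110 in *Igll1*-/- libraries, and IGHV1S46 had 25, 76, 0 and 65 in the same order. IGHV1S16 had 144 and 0 in wild-type and 1 and 5 in *Igll1*-/- libraries.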
